# A computer-guided design tool to increase the efficiency of cellular conversions

**DOI:** 10.1038/s41467-021-21801-4

**Published:** 2021-03-12

**Authors:** Sascha Jung, Evan Appleton, Muhammad Ali, George M. Church, Antonio del Sol

**Keywords:** Computational models, Data integration, Gene regulatory networks, Reprogramming, Logic gates

## Abstract

Human cell conversion technology has become an important tool for devising new cell transplantation therapies, generating disease models and testing gene therapies. However, while transcription factor over-expression-based methods have shown great promise in generating cell types in vitro, they often endure low conversion efficiency. In this context, great effort has been devoted to increasing the efficiency of current protocols and the development of computational approaches can be of great help in this endeavor. Here we introduce a computer-guided design tool that combines a computational framework for prioritizing more efficient combinations of instructive factors (IFs) of cellular conversions, called IRENE, with a transposon-based genomic integration system for efficient delivery. Particularly, IRENE relies on a stochastic gene regulatory network model that systematically prioritizes more efficient IFs by maximizing the agreement of the transcriptional and epigenetic landscapes between the converted and target cells. Our predictions substantially increased the efficiency of two established iPSC-differentiation protocols (natural killer cells and melanocytes) and established the first protocol for iPSC-derived mammary epithelial cells with high efficiency.

## Abstract (web summary)

Transcription factor over-expression-based cellular conversion methods often endure low conversion efficiency. Here the authors show how to increase conversion efficiency by combining a computational method for prioritizing more efficient TF combinations with a transposon-based genomic integration system for delivery.

## Introduction

Cellular conversion technologies are the key to human disease modeling, cell transplantation, and gene therapies, all of which require the efficient generation of a wide range of different human cell types^1–3^. Since it is often difficult to identify, purify, and expand many primary human cell types that can be readily used in this context, scientists have been investigating methods for converting a cell type that can be easily obtained and expanded efficiently to another cell type. For instance, in the context of ex vivo gene therapies, gene-corrected patient-derived induced pluripotent stem cells (iPSCs) have been differentiated into a variety of cell types, such as keratinocytes and epidermal pigment cells, and successfully transplanted^4,5^. While some recent work has been done in this area that mainly uses a variety of media-based and transcription factor (TF) over-expression-based cell culture methods, there are still no robust general methods for optimizing selections of TFs for high conversion efficiency.

Although there is compelling evidence that only a small set of over-expressed TFs are sufficient to confer cell identity and are being used for cellular conversion, which we refer to as instructive factors (IFs), this process is usually inefficient^6^. In particular, conversion efficiency refers to the ratio of successfully converted cells to the initial number of cells, a widely adopted definition we preserve in the remainder of this manuscript. In this context, four major determinants of conversion efficiency have been highlighted in recent studies. First, in addition to identity TFs, certain co-factors have to be up-regulated that cooperatively induce the target cell type^7^. Second, cell conversion efficiency is crucially dependent on the amount of epigenetic restructuring of the initial cell type during the conversion process^8,9^. Third, the conversion efficiency is influenced by inherent stochastic activation of co-factors^10^, and fourth, in addition to the combination of IFs, current protocols mostly rely on viral vectors for factor delivery, which results in limited cargo capacity and diminished conversion efficiency^11^. These determinants are further supported by recent computational studies emphasizing the importance to consider the epigenetic landscape in cellular conversions^12–15^. For instance, a computational model of epigenetic regulation underscored the importance of stochasticity and epigenetic regulation demonstrating that differentiation of pluripotent cells can be induced by solely altering the kinetics of epigenetic regulators and, thus, the epigenetic landscape^12^.

The identification of IFs for cellular conversions has prompted the development of computational methods to guide experimental efforts. Early approaches relied on the identification of significant differences in transcriptomic or epigenetic profiles^16–19^ while more recent methodologies combined transcriptomic data with gene regulatory network (GRN) reconstruction^20,21^. However, none of these methods account for the major determinants of conversion efficiency and, thus, are unable to systematically predict IFs for inducing efficient cellular conversions. Indeed, based on experimental evidence, gene expression alone is presumably insufficient for determining efficient IFs^22–24^.

Here, we present a computer-guided design tool for increasing the percentage of successfully converted cells, which addresses all four major determinants of conversion efficiency. The computational part of this design relies on an Integrative gene REgulatory NEtwork model (IRENE) that systematically integrates gene expression, histone modification, chromatin accessibility, TF ChIP-seq, and protein–protein interaction (PPI) data to reconstruct cell-type-specific core GRNs composed of identity TFs and their co-factors. Based on these cell-type-specific core GRNs, IRENE employs a stochastic Markov Chain approach to computationally simulate cellular conversion and identify optimal combinations of IFs, whose over-expression at the initial cell type maximizes agreement at the transcriptional and epigenetic levels between the converted and target cells. Results showed that IRENE predicted a larger number of known IFs in 29 examples of human cellular conversions in comparison to other state-of-the-art methods and correctly discerned predictions of high and low-efficiency IFs in eight previously experimentally validated examples of cellular reprogramming. Furthermore, the experimental part of the design uses piggyBac-integrable^25^ TF-over-expression cassettes via the human TFome^26^ to upregulate the predicted IF combinations by IRENE without concern of genetic silencing. Using this computer-guided design tool we increased the efficiency of two established human iPSC-differentiation protocols for natural killer cells and melanocytes up to ninefold and established the first protocol for human iPSC-derived mammary epithelial cells with high efficiency. In summary, we demonstrate that this tool offers the most accurate and efficient method to date for using TFs in direct cell-type conversions and is expected to significantly enhance the production of cell sources for cell transplantations and gene therapies.

## Results

### Reconstruction of cell-type-specific core GRNs

We propose a computer-guided design tool for TF over-expression-based cellular conversions to overcome the abiding issue of conversion efficiency. For that, we developed IRENE, a computational framework that models the major determinants of conversion efficiency and prioritizes more efficient sets of IFs (Supplementary Fig. 1). IRENE identifies these IFs by integrating transcriptomic and epigenetic profiles along with publicly available TF binding sites and enhancer-promoter interactions to reconstruct cell-type-specific core GRNs. For each TF, active enhancer and promoter regions are established by combining enhancer-promoter interactions from GeneHancer^27^ with cell-type-specific H3K27ac peaks and identifying H3K4me3 peaks around transcription start sites (TSS), respectively. IRENE filters these regions by overlaying cell-type-specific DNase-seq peaks to determine regulatory binding events within these regions and reconstructs transcriptional regulators from over 224 million TF ChIP-seq peaks. Finally, IRENE identifies a set of 10 identity TFs by computing the TFs with the highest cell-type-specific expression in comparison to 7600 phenotypes using a modified version of Jensen-Shannon-Divergence (JSD)^16^. In addition, TFs fulfilling the following three conditions are included as co-factors of these identity TFs. First, each co-factor has to be significantly expressed. Second, it has to be regulated by at least one of the identified identity TFs and, third, it has to regulate at least one identity TF. Of note, IRENE does not impose a maximum number of co-factors. Thus, all TFs fulfilling these criteria are included in the network. Finally, the core GRN is composed of all regulatory interactions between identity TFs and their co-factors.

We employed IRENE to reconstruct core GRNs for 72 human cell types, cell lines, and tissues. Every network has up to 51 TFs (on average 18.5 TFs), while every TF in the network has up to 46 regulators (on average 15.0) and 44 active enhancers (on average 6.0). The number of enhancers per gene follows an exponential distribution where the majority of genes have one or two active enhancers, which is consistent with enhancer-promoter interactions obtained from promoter capture Hi-C experiments^28^ (Fig. 1a). Moreover, unlike co-factors, core TFs are always differentially expressed between the initial and final cell types according to commonly used criteria (fold change > 2). Nevertheless, although co-factors are not necessarily differentially expressed, they are equally likely to be contained in the predicted IF combinations, since their over-expression could be beneficial to overcome the transcriptional and epigenetic barriers (Supplementary Table 1).

**Fig. 1:**
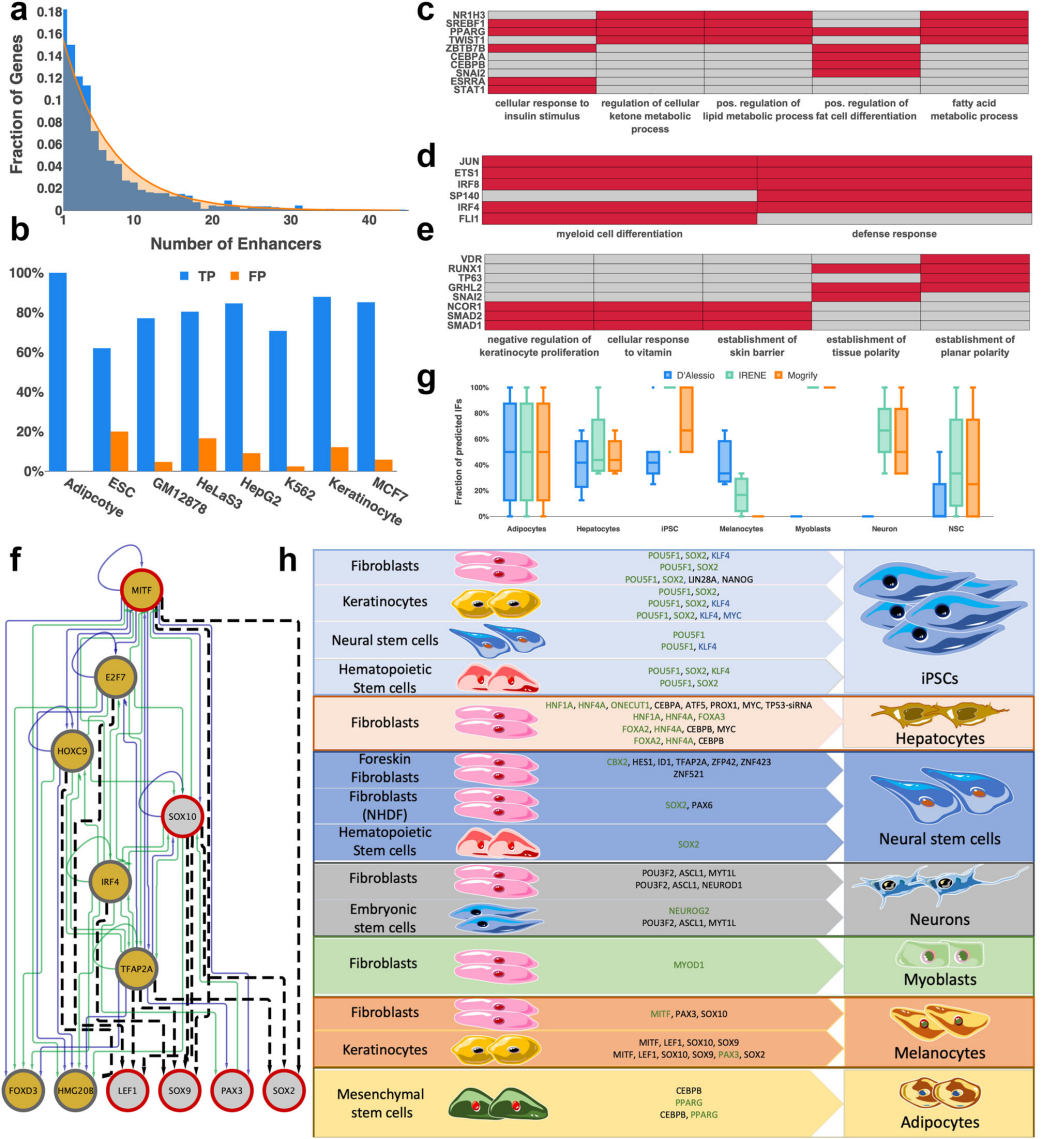
Benchmarking of IRENE. **a** The number of enhancers per gene (blue) across all networks follows an exponential distribution (orange). **b** Benchmark of reconstructed networks against cell-type-specific TF ChIP-Seq data for 8 cell types/cell lines. True positives (TP, blue) represent the interactions that are present in the reconstructed GRNs and are experimentally validated by cell-type-specific TF ChIP-Seq data. Interactions validated by TF ChIP-Seq data only profiled in cell-types other than the one under consideration are considered false positives (FP, orange). *n* = 13 (Adipocyte), 69 (ESC), 236 (GM12878), 238 (HeLaS3), 292 (HepG2), 53 (K562), 37 (Keratinocyte) and 178 (MCF7) interactions. **c**–**e** Most-highly enriched significant gene ontology terms for the reconstructed networks of **c** adipocytes, **d** natural killer cells and **e** mammary epithelial cells. For adipocytes and mammary epithelial cells, the top 5 GO terms are represented. For natural killer cells, only two terms were significantly enriched. Cells corresponding to TFs that are and are not relevant for a particular GO term are colored in red and gray, respectively. **f** Reconstructed melanocyte subnetwork including all experimentally validated (red border) and predicted IFs (gold) for the conversion of fibroblasts towards melanocytes. Enhancer and promoter regulation (green) is distinguished from enhancer-only regulation (blue). Predicted interactions from position weight matrices using Homer are depicted as black dashed lines. **g** Recovery of experimentally validated IFs in seven target cell types using IRENE (green), Mogrify (orange), and the method from d’Alessio et al. (blue). The fraction of recovered IFs in multiple combinations of cellular conversions is depicted as box plots. The median is represented by a solid line within the boxes. The lower and upper bounds of boxes are the first and third quartile, respectively. Whiskers extend to 1.5-times the interquartile range or the minimum/maximum value. Dots correspond to outliers. *n* = 3 (Adipocytes), 4 (Hepatocytes), 10 (iPSC), 3 (Melanocytes), 1 (Myoblasts), 4 (Neuron), and 4 (NSC) combinations of cellular conversion factors. **h** Enrichment of predicted instructive factors in experimentally validated IF combinations. Predicted IFs are highlighted in green whereas TFs that were replaced by another validated and more efficient IF are highlighted in blue. TFs not predicted by IRENE are colored in black.

### Validation of reconstructed GRNs

Before employing IRENE’s reconstructed networks to generate predictions of IFs for efficient cellular conversions, we interrogated their accuracy and cell-type-specificity. For that, we first examined whether the set of selected identity TFs and co-factors is implicated in the functionality of the cell or tissue type. Significantly enriched gene ontology (GO) terms of the network TFs were identified using WebGestalt^29^ and showed a highly specific enrichment for most cell or tissue types (Supplementary Data 1). For instance, subcutaneous adipocytes were enriched in positive regulation of fat cell differentiation, natural killer cells were enriched in defense response while mammary epithelial cells were enriched in the establishment of the skin barrier (Fig. 1c–e).

Next, we validated the reconstructed interactions among network TFs. In the presence of incomplete ground truth data, we first assessed the number of interactions within promoter regions that are compatible with cell-type-specific TF ChIP-seq data from ChIP-Atlas^30^ (Supplementary Note 1). Requiring a representative evaluation of at least 10 network TFs resulted in eight examples of different cell types and cell lines. We evaluated a total of 1044 TF ChIP-seq experiments and validated on average 80.98% of interactions whereas 8.84% of interactions were “false positives”, i.e., regulatory binding events only occurring in a cell type other than the target (Fig. 1b). Afterwards, we collected four experimentally validated, manually curated gold-standard networks of embryonic stem cells (ESCs)^31^, hepatocytes^32^, HepG2, and MCF7 cells^33^ to compare them against reconstructed networks from IRENE. Of note, only TFs common to the reconstructed and gold-standard networks were considered in this assessment. In particular, 79% of TFs in the gold-standard networks are, on average, present in the reconstructed networks by IRENE (range: 50–100%) (Supplementary Table 2, Supplementary Data 2). Moreover, we observed that the networks for ESCs, HepG2, and MCF7 cells were in perfect agreement whereas a single interaction was missing in the reconstructed hepatocyte network (Table 1). Moreover, IRENE inferred four new interactions of HNF1A and FOXA2 in the hepatocyte network that have been validated in TF knockdown studies of hepatoma cells^34^. Thus, 95% of interactions in the gold-standard networks were correctly reconstructed, which highlights IRENE’s accuracy. In addition, we set out to validate the choice of databases underlying IRENE and performed the same assessment using enhancer-gene associations from EnhancerAtlas^35^ and transcriptional regulatory interactions from GTRD^36^. Indeed, using the data from EnhancerAtlas and GTRD, we could only validate 52% of interactions in the gold-standard networks, which supports the choice of databases underlying IRENE (Supplementary Table 2, Supplementary Data 2).

**Table 1:** Benchmarking reconstructed core GRNs against experimentally validated core networks.

Cell type	GS interactions	Inferred interactions	Matching interactions	Mismatching interactions	Newly inferred	Newly inferred (validated)	Overall validated
ESC	9	9	9	0	0	0	100%
Hepatocytes	13	12	8	2	4	4	85.71%
HepG2	16	16	16	0	0	0	100%
MCF7	13	4	4	0	0	0	100%

For four well-characterized human cell types and cell lines, the reconstructed core networks were compared against their experimentally validated gold-standard (GS) core networks. The column ‘newly inferred’ refers to the number of interactions not present in the gold-standard network whereas the column ‘Newly inferred (validated)’ refers to how many of them were validated in literature.

### Prediction of IFs for inducing cellular conversions

Considering the stochastic nature of cellular conversions, we set out to convert reconstructed GRNs by IRENE into Deterministic Time Markov Chain models (DTMCs) that we can exploit for interrogating the dynamics of the system. For that, Boolean expressions were defined that connect the regulators of a TF and represent their competitive or cooperative action. IRENE characterizes two regulatory events as cooperative if their corresponding ChIP-seq peaks significantly overlap and an experimentally validated protein-protein interaction was reported in iRefIndex^37^ (see “Methods”). Otherwise, regulatory events are deemed competitive. Using these models, we developed a strategy for identifying combinations of TFs that induce cellular conversions with increased efficiency. In brief, IRENE identifies combinations of TFs whose over-expression at the initial cell type maximizes the agreement at the transcriptional and epigenetic level between the converted and target cells. To achieve this, IRENE assesses the probability that a perturbation activates the complete network of the target cell type and considers the amount of epigenetic restructuring needed to transform the enhancer/promoter landscape of the initial to the target cell type (see “Methods”).

To begin with, we assessed whether IRENE’s strategy to prioritize combinations of TFs is able to recapitulate known IFs. Starting from a collection of 29 human cell conversion experiments for which epigenetic and transcriptomic profiles were available, we first assessed the number of recovered IFs (Fig. 1h). Next, we compared our predictions against two former state-of-the-art approaches, Mogrify^20^ and d’Alessio et al.^16^. Indeed, IRENE substantially outperforms Mogrify and d’Alessio et.al, exhibiting median accuracy of 83.3% compared to 50% and 33.3%, respectively (Fig. 1g). Moreover, we observed a remarkable enrichment of predicted TFs for iPSCs, showing on average 95% recovery of known IFs compared to 72.5 and 45% with Mogrify and d’Alessio et al. (Fig. 1g).

Despite the overall increased performance, IRENE’s predictions of melanocytes were vastly inconsistent (17%), which prompted us to investigate this case more closely. Only three of the known IFs are included in the reconstructed melanocyte GRN, namely MITF, SOX10, and PAX3 (Fig. 1f). However, binding site predictions of known motifs from Homer^38^ in the promoter regions of known IFs confirmed many network TFs as upstream regulators. Importantly, one of the predicted TFs, TFAP2A, displays predicted binding sites within the promoter region of multiple IFs (Fig. 1f). In the presence of a recent study showing that TFAP2A is likely a pioneer factor capable of establishing competence for transcription, it is highly probable that TFAP2A could more efficiently induce melanocyte conversion^39^.

### IRENE prioritizes more efficient combinations of IFs

Given that IRENE resembled a majority of known IFs and at the same time predicted other combinations, we investigated whether IRENE prioritizes combinations yielding higher cellular conversion efficiency. For that, we collected examples of IF combinations inducing the same transition with different efficiency. In order to assess the real contribution of the IFs on conversion efficiency, we required the combinations to be reported in the same study using the same experimental design as well as all IFs to be present in the reconstructed GRNs. As a result, only iPSC conversion fulfilled both of these criteria. In particular, we identified eight pairs of IFs fulfilling our inclusion criteria in which the efficiency was assessed and focused on these transitions.

First, IRENE was employed to reconstruct an iPSC network, which we assessed in terms of its constituent TFs (Fig. 2a). Apparently, except for LIN28A, all known inducers of iPS cells, i.e., NANOG, MYC, POU5F1, SOX2, KLF4, PRDM14, and MYCN, are contained in the network. In addition, the network contains FOXH1, ZNF423, and MTA3, which play diverse roles in the conversion to pluripotent stem cells. For example, FOXH1 significantly enhances iPSC conversion efficiency^40^ and ZNF423 is implicated in the maintenance of pluripotency and self-renewal^8^. In contrast, the functional role of MTA3 in the induction and maintenance of PSCs remains to be investigated. However, TP53 is a constituent of the reconstructed GRN, as well. Even though it is known to diminish iPS cell conversion efficiency^41,42^, TP53 plays an important role in the maintenance of ESCs^41,43^. Due to the dual role of TP53, we examined whether the diminished efficiency of iPSC conversion is reflected in the dynamics of the network. Indeed, combinations including TP53 yield significantly lower scores compared to combinations not containing it (Supplementary Fig. 2, one-sided Wilcoxon–Mann–Whitney test, *p*-value <  1.8e−5). Moreover, the network dynamics underpin the essential role of POU5F1 in the induction of pluripotency, showing that perturbations of fibroblasts without POU5F1 are not capable of activating the complete network (Fig. 2c). In addition, IRENE prioritizes PRDM14 over KLF4, which is consistent with previous reports showing that PRDM14 increases the efficiency of iPS cell conversions^44^ (Fig. 1h).

**Fig. 2:**
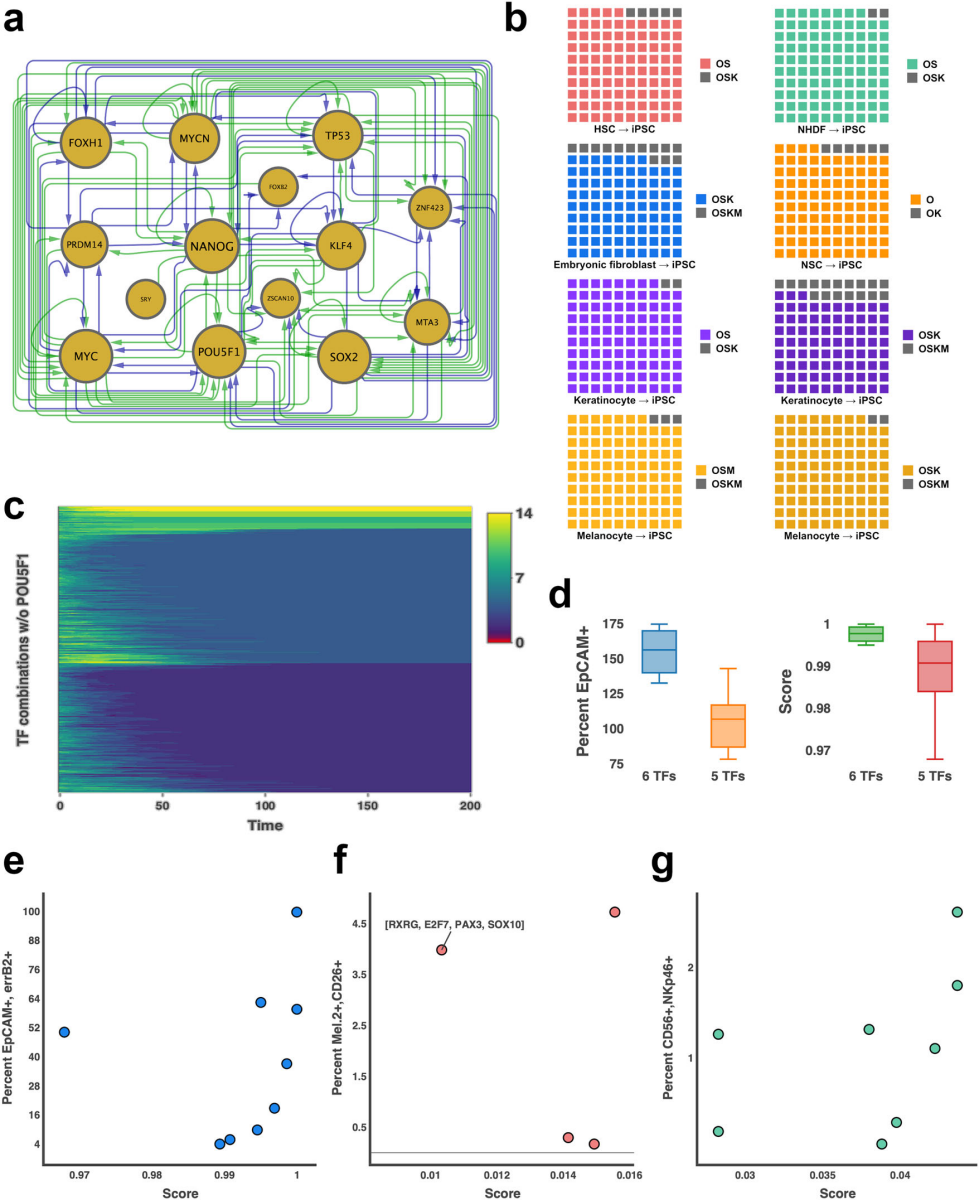
Computational assessment of IRENE’s ability to prioritize IFs. **a** Connected component of the reconstructed GRN of induced pluripotent stem cells. Enhancer and promoter regulation (green) is distinguished from enhancer-only regulation (blue). The size of the nodes (gold) is proportional to the number of regulated TFs. **b** Predicted conversion efficiency for inducing PSCs from hematopoietic stem cells (HSC, red), normal human dermal fibroblasts (NHDF, green), embryonic fibroblasts (blue), neural stem cells (NSC, orange), keratinocytes (purple), and melanocytes (gold). For each conversion, two experimentally validated combinations of IFs were compared. The predicted score of the combinations with the lower experimental efficiency is divided by the predicted score of the combination with the higher experimental efficiency and colored depending on the initial cell type. Each small square in a grid corresponds to 1%. (O = POU5F1, S = SOX2, K = KLF4, M = MYC) **c** Model simulations of 1000 random perturbations of NHDF cells that do not contain POU5F1 for 200 simulation steps. The color code represents the amount of dissimilarity with yellow representing maximum dissimilarity and red depicting perfect agreement. The similarity is measured as the number of expressed TFs in the iPSC network during the simulation. The iPSC network corresponds to dissimilarity of 0 (red) and cannot be induced without POU5F1 being expressed. **d** Comparison of EpCAM-positive cells (left) and predicted scores by IRENE (right) when iPSC differentiation towards mammary epithelial cells is induced with 5- (orange, red) or 6 (blue, green) TF combinations. The median is represented by a solid line within the boxes. The lower and upper bounds of boxes are the first and third quartile, respectively. Whiskers extend to 1.5-times interquartile range or the minimum/maximum value. *n* = 4 (6 TFs) and 5 (5 TFs) independent experiments. e.g., Comparison of scores predicted by IRENE with the percentage of successfully differentiated **e** mammary epithelial cells (blue) **f** melanocytes (red) and **g** NK cells (green).

Supported by the assessment of the iPSC network, we went on to compare the collected dyads of IFs starting from six different initial cell types, i.e., NSCs^45^, HSCs^46^, melanocytes^47^, keratinocytes^48,49^, newborn and adult fibroblasts^50^, and ranked them based on IRENE’s score. Strikingly, IRENE resembled each dyad of combinations correctly and assigned higher scores to combinations with higher efficiency (Fig. 2b).

Finally, since the number of predicted TFs per combination is a user-defined parameter of IRENE, we set out to interrogate the redundancy of predicted TFs in combinations of various sizes. In this regard, we focused on the differentiation of iPSCs into NK-cells, scored all combinations of network TFs of size four, five, and six, respectively, and ranked them based on the predicted scores (Supplementary Fig. 3a). As a result, we observed that the median rank of certain TFs, such as JUN and ELK4, is low, which implies that they predominantly occur in high-ranking combinations of all sizes, whereas others, such as ZNF107 and SP140, mostly occur in low-ranking combinations (Supplementary Fig. 3a). Intrigued by this finding, we explored whether the same trend can be observed for high-ranking combinations as a whole, i.e. whether high-ranking combinations of size *k* are subsumed in high-ranking combinations of size *k* + *1*. However, in contrast to single TFs, the addition of a single factor to high scoring combinations does not always lead to new high scoring combinations, which underscores the highly non-linear dynamics imposed by the cooperative and competitive regulation of TFs (Supplementary Fig. 3b).

### Experimental validation of increased conversion efficiency

To demonstrate IRENE’s ability to predict combinations of IFs, we set out to increase differentiation efficiency by first creating stable iPS lines for all experiments via genomic integration to ensure high, stable expression of IFs using the human TFome (Fig. 3a). 

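The transcription factors (TFs) integrated in each line were followed by bulk RNA-seq of the differentiated cultures. Each line is named by its target, its number of TFs and an index, so that NK 6.1 carries JUN, ELK4, ETS1, FLI1, IRF4 and IRF8. The authors gave each gene's level in each library as FPKM, the fragments on a transcript scaled by its length and by the mapped reads of the library. IRF8, on chromosome 16 of hg38 from 85899168 to 85922605, stood at 3.03, 5.27 and 5.69 FPKM in the 3 NK 6.1 libraries. In the 23 NK-protocol and iPSC libraries without an integrated IRF8, it averaged 0.183 FPKM and reached 0.779 at most. NK 5.4, the other line with IRF8, had 0.674 and 0.479 FPKM. JUN averaged 5.02 FPKM in NK 6.2 and 22.5 FPKM in NK 5.1, against 0.804 FPKM in the 5 libraries without it. MSC (chromosome 8, 71841542 to 71844496) stood at 0.395, 146 and 154 FPKM in Mel 6.1, where HOXC9 (chromosome 12, 54000119 to 54003336) stood at 0, 48.7 and 23.4 FPKM. SOX10 in Mel L stood at 26.1, 0 and 24.8 FPKM, on 13426, 0 and 4 reads. HINFP in HMEC 5.2 stood at 13.9, 11.2 and 8.84 FPKM, and at 2.41 and 2.59 FPKM in iPSCs. HINFP was also at 14.9 and 9.27 FPKM in the libraries labelled HMEC 5.1 replicates 2 and 3, although the TFs of that line (GRHL3, NFYC, VDR, KLF5 and MAX) do not include it. KLF5 in those libraries was at 4.15 and 0.501 FPKM, against 0.548 and 0.54 FPKM in iPSCs. The library labelled Mel H1 replicate 1 held 42.7 FPKM of SOX10 and 701 FPKM of PAX3, neither of which belongs to the TFs of Mel H1 (MITF, ETS1, HOXC9 and TFAP2A). The PAX3 value stands for 394 reads and is raised in part by the shorter transcript that was counted for this line. Of 99 pairs of a line and one of its TFs, IRF8 in NK 6.1 alone passed a one-sided exact permutation test of the log2 values (p = 0.000385, the smallest p that 3 libraries against 23 allow, adjusted p = 0.0381). JUN in NK 6.2 reached the smallest p that 3 libraries against 5 allow in the same exact test (p = 0.0179, adjusted p = 0.216). MSC in Mel 6.1 had an exact permutation p of 0.00965 (adjusted p = 0.216). In all, 15 pairs had an unadjusted p under 0.05, the mean was higher with the TF than without it in 65 pairs, and 98 of 292 library values lay above every library without the TF. For GRHL3, NFYC and VDR in HMEC lines, 3 libraries against 2 allowed no p under 0.1. For ETS1, FLI1 and IRF4 in NK lines, as for JUN, no p under 0.0179 was possible. The counts of pairs that passed therefore do not show that the other TFs were not raised. No pair passed without NK 6.1 replicate 1, replicate 2 or replicate 3. None passed among libraries of at least 1000000 reads, a limit chosen after seeing the data. With 2 libraries against 23, the smallest possible p is 0.00333, too large to pass as the single lowest p among 99 pairs. The deeper libraries also left 2 of NK 6.1. IRF8 could therefore hardly pass in these checks, which do not show its level to be unstable. The FPKM values do not separate the integrated copy of a TF from the cells' own gene, and counting without regard to strand adds reads of overlapping antisense genes such as MSC-AS1.

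**Figure D1:**
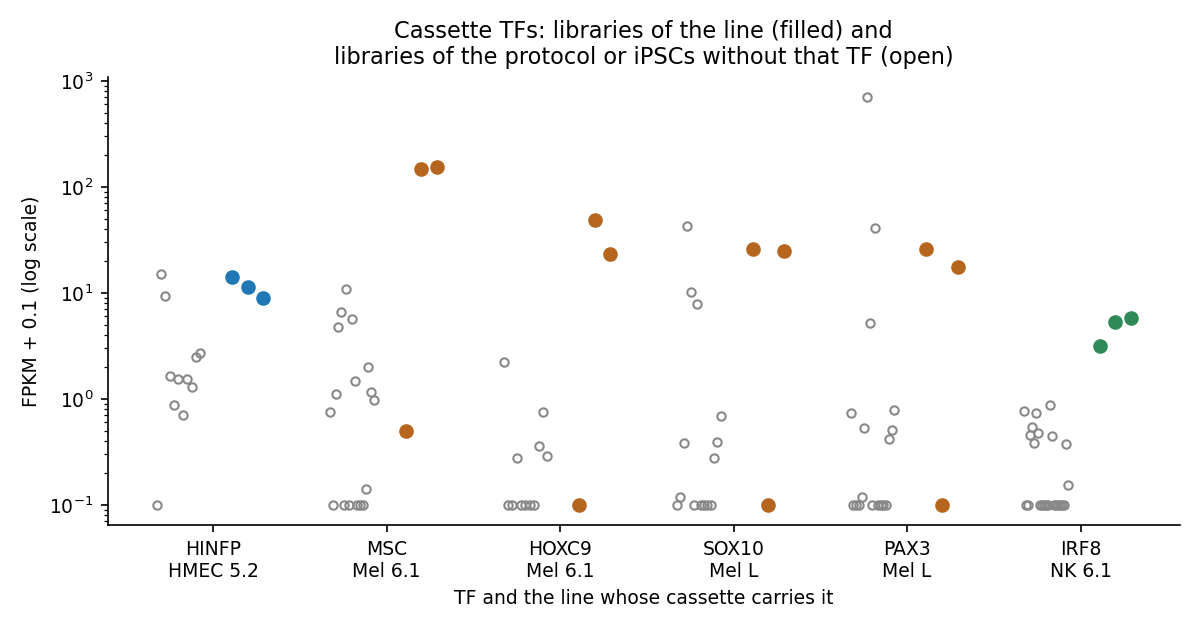
FPKM plus 0.1 on a log axis for 6 TFs, with filled points for the libraries of a line that carries the TF and open points for libraries of the same protocol or iPSCs without it. The 3 filled points of IRF8 lie above all its open points, and the highest open point of PAX3 is the 701 FPKM of the library labelled Mel H1 replicate 1.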

We selected the three most commonly used types of protocols: (1) a protocol for differentiating a cell type in the origin media type to demonstrate that the TFs on their own are sufficient for differentiation of a cell type, (2) a differentiation protocol using destination media only to demonstrate that IFs are also effective at differentiating in destination type conditions, and (3) a previously published growth-factor based protocol to show that we can improve differentiation with our identified IFs. We selected three target cell types having an immediate application in therapeutic strategies where conversion efficiency constitutes a major impediment.

**Fig. 3:**
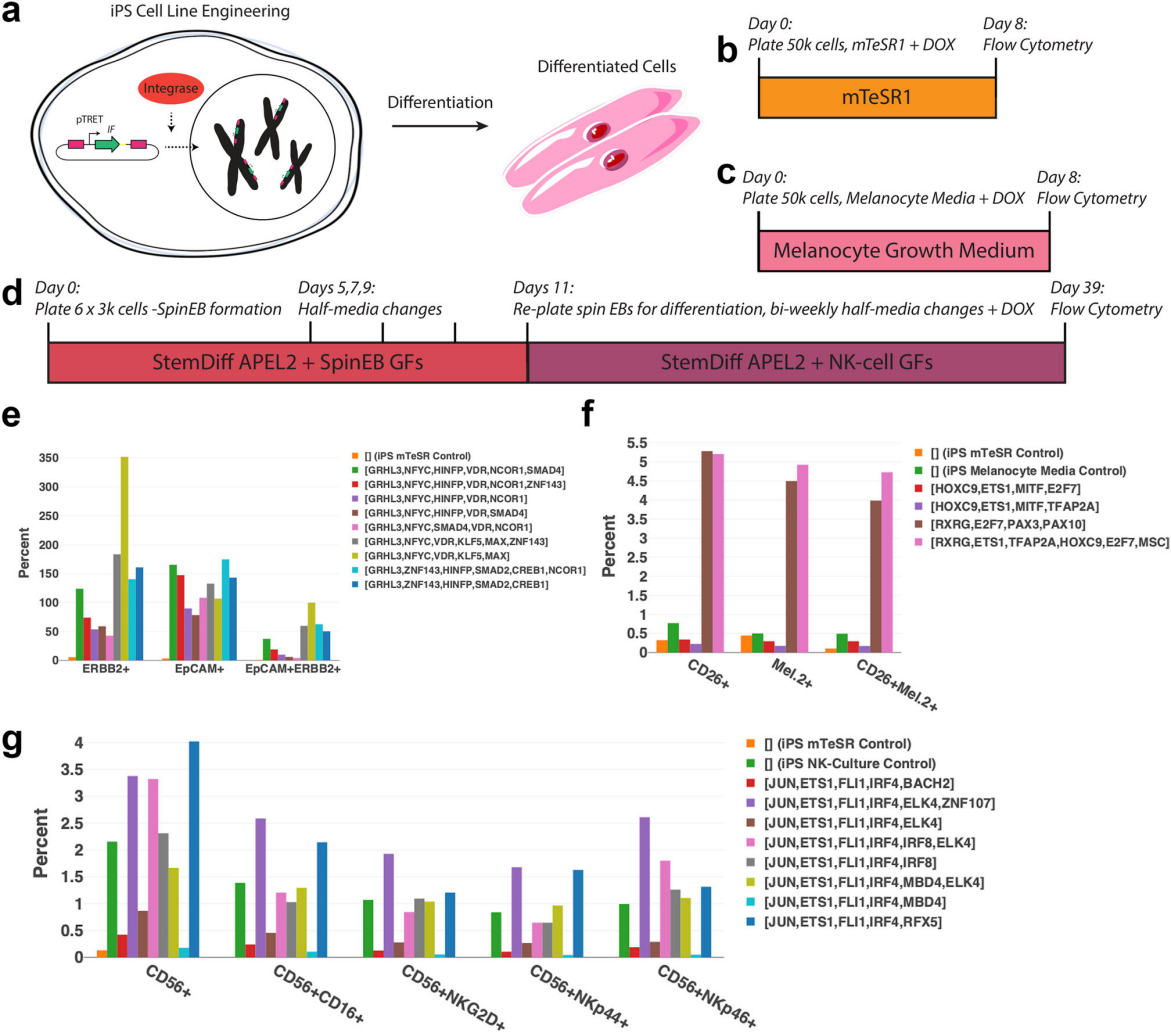
Experimental validation of improved efficiency of cell type conversion. **a** Stable iPS lines for all differentiation experiments were created prior to differentiation via genomic integration to ensure high, stable expression of IFs using the human TFome. **b** Protocol for differentiating human mammary epithelial cells (HMEC) from human iPS cells (hiPSCs). **c** Protocol for differentiating melanocytes from hiPSCs. **d** Protocol for differentiating NK cells from hiPSCs. (GF: growth factor, DOX: doxycycline). **e**–**g** Differentiation efficiency of (**e**). HMECs, **f** melanocytes and **g** NK-cells from hiPSCs for various combinations of IFs generated from IRENE. Efficiency is defined as the number of marker positive/double-positive cells divided by the number of plated cells. *n* = 1 experiment from three pooled biologically independent samples.

For the first, we chose human mammary epithelial cells (HMECs) (Fig. 3b), whose potential in the repopulation of surgically resected mammary tissue has been explored for decades^51^. To date, this requires dissociation of mammary epithelial cells from one tissue environment and subsequent transplantation into another tissue. An efficient in vitro differentiation protocol of mammary epithelial cells would thus overcome this invasive procedure and provides a graft source that can be generated from virtually any patient cells.

For the second, we chose melanocytes (Fig. 3c), which provide a source of cellular grafts to replace damaged cells in the context of vitiligo, an autoimmune disease characterized by the destruction of melanocytes by immune cells, which results in white, unpigmented areas of the skin. To increase accessibility in the clinics and decrease costs, current approaches rely on the use of non-cultured melanocyte grafts, although transplantation of appropriately cultured melanocytes is more efficacious in the re-pigmentation of the skin^52^. Thus, our melanocyte differentiation protocol could serve as a way to increase the accessibility of cultured melanocyte grafts for treating vitiligo in order to achieve more favorable therapeutic outcomes.

For the final, we chose NK-cells (Fig. 3d), whose transplantation from allogeneic donors has been found to have a beneficial effect in the treatment of leukemia after chemotherapy^53^. Although this strategy has been proven useful in achieving a complete remission of the disease in some patients, the transplanted cells were frequently rejected^53^. In this regard, an efficient NK-cell differentiation protocol can substantially benefit the treatment of leukemia by using patient-derived iPSCs, which are expected to be well tolerated.

First, we thought it was important to demonstrate that selected IFs were causing differentiation directly in starting cell type media. To test this, we calculated combinations of TFs for differentiating a cell type without previously documented conversion protocols (mammary epithelial cells) and over-expressed the TFs in iPSCs cultured in stem cell media (mTeSR) (Fig. 3e, Supplementary Fig. 4a). As a result, we observed a high consistency between the experimental and computational ranking of EPCAM and ERBB2 double-positive cells (Fig. 2e). Each of the tested combinations resulted in at least 78.2% EPCAM-positive cells after 8 days, but not necessarily a mammary subtype. In addition, more over-expressed TFs lead to a significant increase in converted epithelial cells (Fig. 2d; Wilcoxon test *p*-value: 0.03). One combination, however, ([GRHL3, NFYC, VDR, KLF5, MAX]), appeared to shift the population double-positive for a large percentage of cells (~99%), compared to the number of seeded cells. 

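RPL22L1, which encodes a ribosomal protein paralog, was at 27.4 ± 5.81 FPKM (SD, n = 2) in undifferentiated iPSCs of the PGP1 line and at 2.68 ± 2.52 FPKM (n = 18) across the 6 HMEC lines. It fell by 3.24 on the log2 scale in the mean of the lines (SE 0.51, adjusted p = 0.00843 from limma). The metallothionein gene MT1F went from 16.9 ± 6.04 to 1.61 ± 1.55 FPKM (log2 fold change -2.94, SE 0.41, adjusted p = 0.00223 from limma). In this mean, 42 genes were lower than in iPSCs and none was higher at an adjusted p under 0.05, and 2656 genes had an unadjusted p under 0.05. The number of genes higher and lower was 51 and 2355 in HMEC 5.1, 0 and 2 in HMEC 5.2, and 0 and 15 in HMEC 5.4. It was 0 and 6 in HMEC 6.1, 1 and 0 in HMEC 6.2, and 0 and 2 in HMEC 6.3. With libraries of at least 1000000 reads, chosen after seeing the data, the numbers were 14 and 2656 in HMEC 5.4, 9 and 1225 in HMEC 6.1 and 0 and 0 in HMEC 5.1 (1 library). In background-subtracted TPM of these libraries, 9 were higher and 1 lower in the mean. In TPM the lines had 0 and 1 in HMEC 5.1 (1 library), 2 and 1 in HMEC 5.2, 72 and 331 in HMEC 5.4, 25 and 14 in HMEC 6.1, and 8 and 0 in both HMEC 6.2 and HMEC 6.3. The few calls in HMEC 5.2, HMEC 6.2 and HMEC 6.3, named here after their values were seen, were MT1F and the small nucleolar RNA SNORD128 in the first, SNORD115-39 in the second, and MIR18B and SNORD128 in the third. Unadjusted p under 0.05 counted 4942, 1080, 4085, 3652, 345 and 442 genes in these lines. The median log2 fold change of all tested genes was -0.32 in the mean of the lines, and it ran from -0.59 in HMEC 5.1 to -0.04 in HMEC 6.2 and HMEC 6.3. The share of mapped reads on exons ran from 4.8 to 22.4 percent in HMEC libraries and from 14.5 to 16.5 percent in iPSCs. FPKM is scaled by all mapped reads, so it also follows this share. Each line had 3 libraries, taken on day 8 of induction with 2 ng/mL doxycycline in stem cell medium, and iPSCs had 2. The authors aligned reads with Bowtie2 and counted them with HOMER on the exons of 1 transcript per gene, without regard to strand. Mapped reads per library, recovered from the steps between low FPKM values and rounded, ran from 54500 to 47600000 in the HMEC lines and were 20500000 and 20800000 in iPSCs. HMEC 5.1 held the extremes, with 54500, 271000 and 47600000 reads in replicates 1, 2 and 3. The test was limma on log2(FPKM + 1) over 15417 genes with at least 1 FPKM in at least 2 libraries, a scale that understates the fold changes of low genes. Nothing in the labels says that replicates came from separate cultures, so p-values measure the spread between these samples only. Without iPSC replicate 2 or replicate 3, no gene passed in the mean of the lines (RPL22L1 adjusted p = 0.583 and 0.143, MT1F adjusted p = 0.105 and 0.188). From 8 to 10 genes passed in the mean without any one library of HMEC 5.2, HMEC 5.4 or HMEC 6.1. The mean had 27 such genes without HMEC 6.3 replicate 3, 80 and 181 without HMEC 5.1 replicates 2 and 3, 121 without HMEC 6.2 replicate 2 and 139 without HMEC 6.3 replicate 2. In HMEC 5.1, 10 genes passed without its replicate 1, 5014 without replicate 3, and 1 and 0 without iPSC replicates 2 and 3. No gene passed in HMEC 5.2 or HMEC 6.1 without any one of their libraries or of the iPSC libraries. In HMEC 5.4, 3, 0 and 4 genes passed without its replicates 1, 2 and 3, and 0 without either iPSC library. The single gene of HMEC 6.2 was lost without its replicate 2 or either iPSC library, and HMEC 6.3 had 5 genes without its replicate 2 and 0 without its replicate 3 or either iPSC library. A fit of each line with iPSCs alone called 6587 genes in HMEC 5.2, 6107 in HMEC 5.4, 7377 in HMEC 6.1 and 0 in HMEC 5.1.

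**Figure D2:**
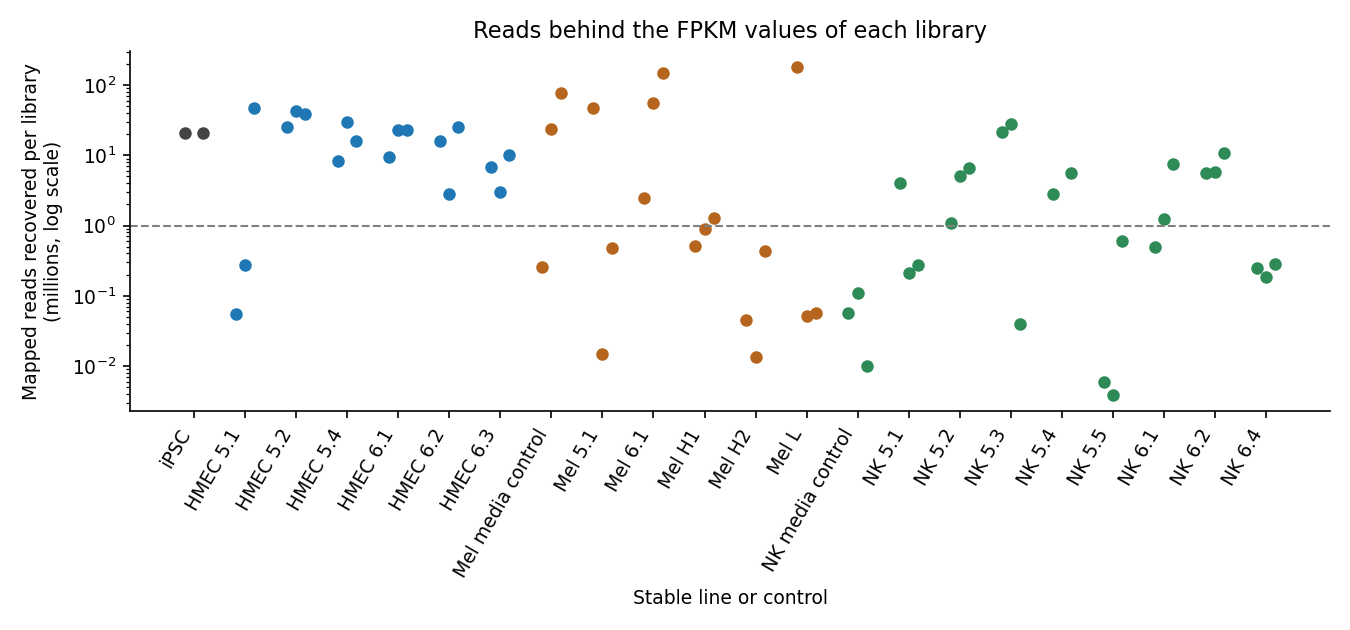
Mapped reads recovered for each of the 64 libraries on a log axis, coloured by protocol (HMEC, melanocyte, NK cell and iPSC), with a dashed line at 1000000 reads. Under the line lie 25 libraries, and the lowest library has 3860 reads.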

To corroborate the induction of these cells, we performed RNA-seq experiments of the initial iPSC and converted cell populations. 

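EPCAM encodes an epithelial adhesion protein that pluripotent cells also make, and lies on chromosome 2 of hg38 from 47369148 to 47387028. It stood at 21.2 ± 3.22 FPKM (SD, n = 2) in iPSCs and was listed at 0, 0 and 3.11 FPKM in the HMEC 5.1 libraries (log2 fold change -3.78, SE 0.85, adjusted p = 0.0196 from limma). The zeros came from libraries of 54500 and 271000 reads, and with libraries of at least 1000000 reads, a limit chosen after seeing the data, limma called no gene in HMEC 5.1 (980 with an unadjusted p under 0.05). EPCAM was at 3.76 ± 0.28 FPKM (n = 3) in HMEC 5.2 and 13.1 ± 9.38 FPKM in HMEC 6.2, and did not pass in any line other than HMEC 5.1. CD24 (chromosome 6, 106969831 to 106975627) was listed at 0, 0 and 5.54 FPKM in HMEC 5.1 against 27.6 ± 3.28 FPKM in iPSCs (log2 fold change -3.93, SE 0.89, adjusted p = 0.0196). The keratin gene KRT18 was listed at 0, 0 and 2.56 FPKM there, against 13 ± 3.79 FPKM (log2 fold change -3.17, SE 0.81, adjusted p = 0.0214). ERBB2, which encodes a receptor tyrosine kinase of luminal breast cells, was at 5.37 ± 2.27 FPKM in HMEC 5.1 and 4.09 ± 0.424 FPKM in iPSCs (log2 fold change 0.27, SE 0.62, adjusted p = 0.789). It was at 1.05 ± 0.383 FPKM in HMEC 5.4 (log2 fold change -1.33, adjusted p = 0.178). Of 55 mammary epithelial genes, 38 were tested, and none was higher in any line or in the mean of the lines. This list and all the others were fixed before the data were examined. In HMEC 5.1, 12 were lower (EPCAM, CDH1, CDH3, KRT8, KRT18, CD24, ESRP1, GRHL2, WFDC2, PERP, PRSS8 and RAB25), and the same number when adjusted over the list alone. When adjusted over the list alone, 2 were lower in HMEC 5.4, 2 in HMEC 6.1 and 1 in the mean of the lines, and none was higher. The list's median log2 fold change was -0.78 in HMEC 5.1, where that of all genes was -0.59, and -0.44 in the mean of the lines, where that of all genes was -0.32. By camera with a preset correlation of 0.01, the list did not differ from other genes in any line (adjusted p from 0.502 to 0.998). Of 13 luminal genes tested, 5 were lower in HMEC 5.1, and of 12 basal genes only CDH3 was lower there. None of 2 milk protein genes, 5 amnion and trophoblast genes and 6 keratinocyte genes was higher in any line, and BAMBI of the amnion list was lower in HMEC 5.1. The calls for EPCAM, CD24 and KRT18 ended without HMEC 5.1 replicate 1 (adjusted p = 0.0643 for each) and without either iPSC library (EPCAM adjusted p = 0.216 without replicate 2 and 0.13 without replicate 3). In a scale chosen after seeing the data, the mean FPKM of 379 olfactory receptor genes was subtracted, protein-coding genes were scaled to a common sum per library (TPM), and libraries under 1000000 reads were left out. This scale moved the median log2 fold change of all genes to 0.21 in the mean of the lines. On it, ACTA2 was higher in HMEC 5.4 at 76.6 ± 45.1 TPM against 1.97 ± 1.66 TPM in iPSCs (log2 fold change 2.74, SE 0.67, adjusted p = 0.0308), EPCAM and CD24 were lower in HMEC 5.4 and CD24 was lower in HMEC 6.1. The fold changes of CDH1, PRSS8 and RAB25 in the single remaining HMEC 5.1 library turned to 0.07, 0.16 and 0.29 on it, and none passed. EPCAM in that library was at 211 TPM against 431 ± 48.7 TPM (log2 fold change -0.99, adjusted p = 0.845). ERBB2 was at 292 TPM in it and 264 ± 30 TPM in HMEC 5.2 against 78.6 ± 5.56 TPM (log2 fold changes 1.77 and 1.62, adjusted p = 0.845 and 0.879), and at 73.7 ± 45.8 TPM in HMEC 5.4 (-0.27, 0.801).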

Comparison between the individual samples with iPSCs confirms the elevated expression of a larger set of mammary epithelial marker genes (Supplementary Fig. 5). In addition, a comparison of network TF expression of the converted cells and iPSCs shows that the over-expression of a small number of TFs was sufficient to induce these TFs in almost all combinations, which supports the network architecture reconstructed by IRENE (Supplementary Fig. 6). 

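GRHL3 (chromosome 1, 24319322 to 24364480) is carried by all 6 HMEC lines and was at 0.53 ± 0.285 FPKM (SD, n = 2) in iPSCs. It was at 1.2 ± 0.126 FPKM (n = 3) in HMEC 6.1 (log2 fold change 0.53, SE 0.5, adjusted p = 0.542 from limma) and at 2.22 ± 0.754 FPKM in HMEC 6.3 (log2 fold change 1.06, SE 0.5, adjusted p = 1). Across the 18 libraries GRHL3 averaged 1.51 ± 1.07 FPKM (log2 fold change 0.61, SE 0.41, adjusted p = 0.449). HINFP (chromosome 11, 119121523 to 119135055) averaged 11.3 ± 2.54 FPKM in HMEC 5.2, which carries it, against 2.5 ± 0.129 FPKM (log2 fold change 1.79, SE 0.8, adjusted p = 0.668). VDR was at 2.43 ± 0.539 FPKM in HMEC 5.2 against 0.596 ± 0.198 FPKM (log2 fold change 1.10, SE 0.42, adjusted p = 0.668). None of the 11 network TFs (GRHL3, NFYC, VDR, KLF5, MAX, NCOR1, HINFP, SMAD4, ZNF143, SMAD2 and CREB1) was higher in any line, whether integrated in it or not, and none was when adjusted over the list alone. SMAD4 and CREB1, which HMEC 5.1 does not carry, were lower in that line. SMAD4 was at 0.207 ± 0.359 FPKM against 1.7 ± 0.0792 FPKM (log2 fold change -1.20, SE 0.33, adjusted p = 0.0237) and CREB1 at 0.628 ± 1.09 FPKM against 5.89 ± 0.67 FPKM (log2 fold change -2.27, SE 0.63, adjusted p = 0.0254). The same number was lower in HMEC 5.1 when adjusted over the list alone, as was 1 in HMEC 5.4. The call for SMAD4 ended without HMEC 5.1 replicate 1 (adjusted p = 0.0688) or iPSC replicates 2 and 3 (0.217 and 0.135), and that for CREB1 without HMEC 5.1 replicates 1 and 2 (0.072 and 0.0509) or the same iPSC libraries (0.216 and 0.146). Fits of each line with iPSCs alone called 4 integrated TFs higher. In background-subtracted TPM, HINFP was higher in HMEC 5.2 at 684 ± 40.8 TPM against 46 ± 4.54 TPM (log2 fold change 3.63, SE 0.55, adjusted p = 0.00989). GRHL3 was higher on that scale at 68.6 ± 39.6 TPM in HMEC 5.4 (log2 fold change 2.28, adjusted p = 0.0293) and 98.2 ± 15.7 TPM in HMEC 6.1 (log2 fold change 2.90, adjusted p = 0.0273), against 4.98 ± 5.73 TPM. MAX was higher there at 1540 ± 256 TPM in HMEC 6.1 and at 1970 ± 1160 TPM in HMEC 5.4, which does not carry it, against 269 ± 28.6 TPM. The single deep library labelled HMEC 5.1 held 698 TPM of HINFP, 389 TPM of MAX and 4.41 TPM of KLF5, where HMEC 5.2 averaged 684 TPM of HINFP, 403 TPM of MAX and 1.3 TPM of KLF5. Results for HMEC 5.1 and HMEC 5.4 are therefore given for the libraries so labelled, and not for TFs shown to be present in them. In TPM and adjusted over the list alone, 5 network TFs were higher in the mean of the lines, and between 1 and 3 in each line. From its comparison of network TF expression with iPSCs, the paper concludes that a small number of over-expressed TFs was sufficient to induce these TFs in almost all combinations, and takes this as evidence for the network that IRENE reconstructed.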

Despite the induction of marker genes and network TFs, we set out to assess the transcriptional similarity to mammary epithelial cells by deconvoluting the RNA-seq samples of iPSCs, converted cells, and a gold-standard mammary epithelial cell line (Supplementary Fig. 7). For that, we employed CybersortX^54^, a computational method for detecting the proportion of cell types present in an RNA-seq sample within a single-cell RNA-seq reference dataset. Based on a reference dataset assembled from human breast tumor tissue^55^ and iPSCs^56^, we found up to 14% of the converted cells to possess a mammary epithelial cell type whereas the remaining cells are largely possessing an iPSC phenotype. 

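LIN28A, an RNA-binding protein gene of pluripotent cells (chromosome 1, 26410768 to 26429728), stood at 34.5 ± 0.437 FPKM (SD, n = 2) in iPSCs. It was listed at 0, 0 and 7.28 FPKM in HMEC 5.1 (log2 fold change -4.13, SE 1.06, adjusted p = 0.0214 from limma). The other lines kept LIN28A above 0 in every library, from 3.22 to 4.51 FPKM in HMEC 6.1 and from 3.52 to 38 FPKM in HMEC 6.3. USP44 was listed at 0, 0 and 2.74 FPKM in HMEC 5.1 against 16.2 ± 2.97 FPKM (log2 fold change -3.46, SE 0.77, adjusted p = 0.0196). L1TD1 (chromosome 1, 62194802 to 62212328) averaged 20.9 ± 18.5 FPKM across the 18 HMEC libraries against 105 ± 7.77 FPKM, and did not pass (log2 fold change -2.75, SE 0.95, adjusted p = 0.181). Of 26 pluripotency genes, 24 were tested. In HMEC 5.1, 8 were lower (LIN28A, TDGF1, ZFP42, PRDM14, GDF3, USP44, CDH1 and EPCAM), and in the other lines none passed. Adjusted over the list alone, 16 were lower in HMEC 5.1, 1 in HMEC 5.2, 12 in HMEC 5.4, 15 in HMEC 6.1, 0 in HMEC 6.2 and HMEC 6.3, and 7 in the mean of the lines. The list's median log2 fold change was -1.58 in HMEC 5.4 and -1.69 in HMEC 6.1, where the medians of all genes were -0.51 and -0.49, and it was -0.34 in HMEC 6.3. The share of mapped reads on exons was 4.9 to 6.1 percent in HMEC 5.4 and 4.8 to 5.1 percent in HMEC 6.1. In iPSCs it was 14.5 to 16.5 percent. The housekeeping gene ACTB was at 17.8, 10.5 and 10.4 FPKM in HMEC 5.4 against 82.2 and 82.1 FPKM in iPSCs. FPKM is scaled by all mapped reads, so the falls in FPKM are not separated from this difference. With the preset correlation, camera placed the list below other genes in every line (adjusted p from 0.000227 to 0.0192), and with an estimated correlation in none (0.438 to 0.784). LIN28A and USP44 did not pass in HMEC 5.1 without its replicate 1 (adjusted p = 0.0644 and 0.0643) or without iPSC replicate 2 (0.216) or replicate 3 (0.13). The calls over all lines went from 8 to 0 without either iPSC library, to 15 and 19 without HMEC 5.1 replicates 2 and 3, to 32 and 16 without HMEC 6.2 replicates 1 and 2, and to 19 and 15 without HMEC 6.3 replicates 1 and 2. In background-subtracted TPM, 7 pluripotency genes were lower in HMEC 5.4 (LIN28A, DNMT3B, TDGF1, L1TD1, USP44, EPCAM and TERF1) and TDGF1 and L1TD1 in HMEC 6.1. None passed in the single HMEC 5.1 library left on that scale, also when adjusted over the list alone, and the median log2 fold change of the list there was -0.39. SOX2 on that scale stood at 638, 763 and 646 TPM in HMEC 5.2 against 336 and 340 TPM in iPSCs. The deconvolution against single-cell references was not repeated here.

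**Figure D3:**
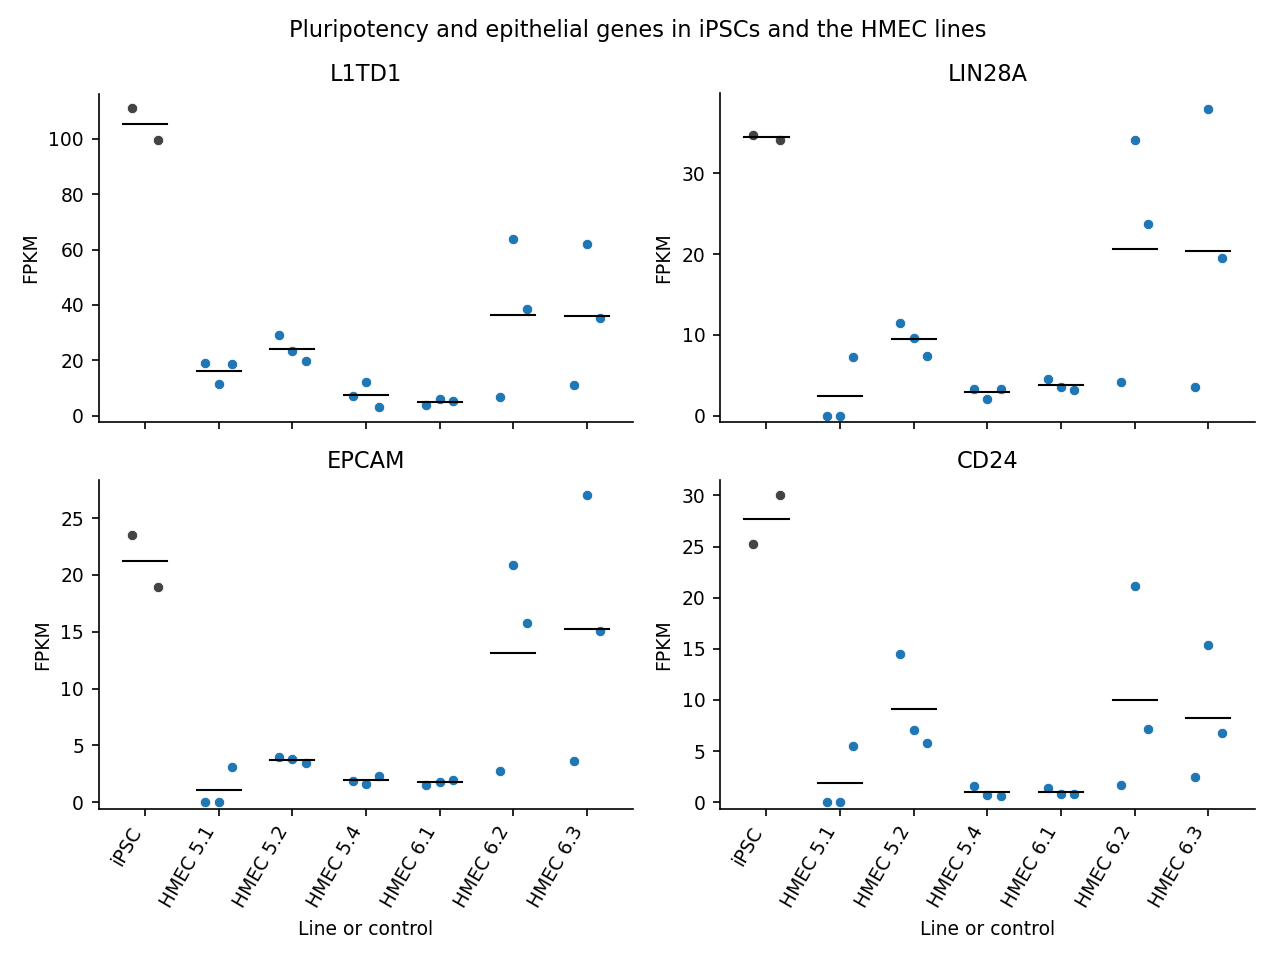
FPKM of L1TD1, LIN28A, EPCAM and CD24 in each library of iPSCs and of the 6 HMEC lines, with bars at the group means. LIN28A lies at 34.8 and 34.2 FPKM in iPSCs and between 0 and 7.28 FPKM in the libraries labelled HMEC 5.1, while 1 library each of HMEC 6.2 and HMEC 6.3 lies at 34.1 and 38 FPKM.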

(Supplementary Fig. 7a). Intriguingly, we employed a HMEC line as a positive control and found only 23% of these cells to possess an epithelial transcriptional phenotype, suggesting a closer resemblance of the converted cells to the positive control than expected from the predicted fraction of epithelial cells. However, we speculate that longer differentiation or differentiation in a mammary-epithelial cell-specific media could result in a more holistic differentiation of the population and, thus, a more pronounced increase in the expression of marker genes and network TFs.

Next, we wanted to determine if IFs selected by IRENE could improve differentiation efficiency when placing cells of the starting type into media of the destination cell type as opposed to the starting cell type (Fig. 3f, Supplementary Fig. 4c). For this experiment, we differentiated iPSCs to melanocytes in melanocyte media with and without TF over-expression. 

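A microRNA gene of pluripotent cells, MIR302A, fell in melanocyte medium alone. It was at 171 ± 47.5 FPKM (SD, n = 2) in iPSCs and 0.208 ± 0.36 FPKM (n = 3) in the media control (log2 fold change -7.16, SE 1.04, adjusted p = 2.95e-05 from limma). TDGF1, a Nodal co-receptor gene, was at 5.64 ± 0.327 FPKM in iPSCs and 0.0713 ± 0.124 FPKM in the media control (log2 fold change -2.64, SE 0.36, adjusted p = 1.35e-05). In FPKM over all libraries, the media control had 178 genes lower than iPSCs and none higher. Relative to iPSCs, 2 genes were higher and 351 lower in Mel 5.1, 1 higher and 162 lower in Mel 6.1, and none higher in Mel H1, Mel H2 and Mel L, where 388, 525 and 218 were lower. Those higher in FPKM over all libraries, named after their values were seen, were IFNA7 and LINC02126 in Mel 5.1 and the muscle gene TRIM55 in Mel 6.1 (128 ± 171 FPKM against 0.363 ± 0.205 FPKM, adjusted p = 0.00507). With libraries of at least 1000000 reads, chosen after seeing the data, 9 genes were higher and 73 lower in the media control, 21 and 27 in Mel 5.1, 6 and 117 in Mel 6.1, 56 and 46 in Mel H1 and 1 and 7 in Mel L. In background-subtracted TPM of these libraries the numbers were 52 and 505, 387 and 466, 6 and 719, 100 and 500, and 55 and 191. The median log2 fold change of all genes was -0.28 in the media control, -0.21 in Mel 6.1 and between -0.78 and -1.14 in the other lines. Relative to the media control, limma called no gene in any of the 5 lines, and 953, 326, 1259, 2313 and 698 genes had an unadjusted p under 0.05 in Mel 5.1, 6.1, H1, H2 and L. The 18 libraries (3 per group) came from day 8 in melanocyte medium, with 2 ng/mL doxycycline in the 5 lines and none recorded for the media control. Their mapped reads ran from 2460000 to 151000000 in Mel 6.1, from 517000 to 1290000 in Mel H1, from 13300 to 434000 in Mel H2 and from 258000 to 78100000 in the media control. Mel 5.1 had 14800, 475000 and 47100000 reads and Mel L 51500, 56500 and 180000000. The fit covered 13826 genes. At these depths, simulated libraries with known changes gave back between 0 and 2 percent of the genes set 4-fold apart between a line and the media control. Sequencing lane followed the lines in part, and with lane as a term Mel 6.1 had 209 genes higher than the media control, Mel H1 142 and Mel H2 249. All libraries of Mel 6.1 and Mel H1 were on lane 2 and those of the media control and iPSCs on lane 1. The lane term therefore rests on Mel H2 alone, with replicate 1 (45400 reads) on lane 1 and replicates 2 and 3 (13300 and 434000 reads) on lane 2. Without iPSC replicates 2 and 3, 18 and 27 genes passed in the media control against iPSCs, and 109 without media control replicate 2, while TDGF1 and MIR302A passed without any one library. Against the media control, leaving out its replicate 1 gave 25 genes in Mel 5.1, 5 in Mel 6.1, 41 in Mel H1, 60 in Mel H2 and 9 in Mel L, and leaving out its replicate 3 gave 1 in each. Leaving out Mel 6.1 replicate 1 gave 52 genes, Mel H1 replicates 2 and 3 gave 1 and 35, Mel 5.1 replicates 2 and 3 gave 4 and 1, Mel H2 replicates 1 and 3 gave 3 and 4, and Mel L replicates 1, 2 and 3 gave 2, 1 and 2. In background-subtracted TPM, 457 genes were higher and 22 lower in Mel 5.1 than in the media control, 54 and 3 in Mel H1, 173 and 7 in Mel L, and 0 and 5 in Mel 6.1, where Mel 5.1, Mel H1 and Mel L kept 1 library each, which was taken to vary like the other groups. The Mel H1 library kept, replicate 3, had 1643 genes above 0 and Mel 6.1 replicate 1 had 1738, where simulated libraries of their depths had 17809 and 19962. Most genes were thus missing from them in spite of their reads.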

We found that while destination media was sufficient to partially differentiate iPSCs to melanocytes, two of four TF combinations were able to considerably increase the efficiency of differentiation by more than 900% of Mel.2-CD26 double-positive cells (medium alone: 0.49%; TFs: 4.7%) (Fig. 2f). Notably, the lowest ranking combination ([RXRG, PAX3, SOX10, E2F7]) resulted in the second-highest efficiency, only superseded by the combination [RXRG, ETS1, TFAP2A, HOXC9, E2F7, MSC] (Fig. 2f). We suspect that this effect is due to the composition of the growth medium and that it can activate RXRG with retinoic acid, if it is expressed. Indeed, retinoid acid, through RXR activation, is a well-known inducer of melanogenesis^57^. Similar to the case of mammary epithelial cells, RNA-seq confirms the expression of melanocyte marker genes and network TFs, especially for combinations increasing the efficiency (Supplementary Figs. 8, 9). Moreover, deconvolution of the converted cell RNA-seq samples, using a single-cell reference dataset composed of iPSCs^56^ as well as neonatal and adult skin samples enriched for melanocytes^58^, shows up to 93% of successfully converted cells that do not possess an iPSC phenotype anymore (Supplementary Fig. 7b).

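DPP4, the gene of the melanocyte surface protein CD26 (chromosome 2, 161992245 to 162074542), and the other melanocyte markers did not pass as higher in any line in FPKM. Of 30 melanocyte markers 16 were tested, and none was higher in a line or in the media control than in iPSCs, or in a line than in the media control, whether adjusted over all genes or adjusted over the list alone. PLP1 (chromosome X, 103776853 to 103792618), a myelin gene also made by iPSCs, was lower than in iPSCs in all 5 lines and in the media control. It was at 0.079 FPKM on average in Mel 6.1 (0, 0 and 0.237 FPKM) and at 2.99 ± 0.709 FPKM (SD, n = 2) in iPSCs (log2 fold change -1.88, SE 0.36, adjusted p = 0.00165 from limma). If adjusted over the list alone, 4 markers were lower in Mel H2, 2 in Mel H1 and 1 in each other group. The list's median log2 fold change from iPSCs lay between -0.88 in Mel H2 and -0.40 in Mel 6.1, and those of all genes there were -1.14 and -0.21. MSC, HOXC9, RXRG, ETS1 and TFAP2A, integrated in Mel 6.1, stood above every library without them in 2 of its 3 libraries, and E2F7, also integrated, in 1. MSC averaged 100 ± 86.4 FPKM (n = 3) in Mel 6.1 against 0.646 ± 1.08 FPKM in the media control (log2 fold change 4.45, SE 1.37, adjusted p = 1), and HOXC9 24 ± 24.3 FPKM against 0.0877 FPKM (log2 fold change 3.30, SE 0.89, adjusted p = 1). RXRG averaged 9.07 ± 7.86 FPKM against 0.0873 FPKM (log2 fold change 2.47, SE 0.97, adjusted p = 1). Of 9 network TFs 8 were tested and none passed, but adjusted over the list alone HOXC9 and MSC were higher in Mel 6.1 than in iPSCs, and those and RXRG than in the media control. By camera the 8 were higher in Mel 6.1 than other genes with the preset correlation (adjusted p = 1.43e-05 against the media control) but not with an estimated correlation (0.506). Without Mel 6.1 replicate 1, 3 integrated TFs of the Mel lines passed against iPSCs. In background-subtracted TPM the single Mel L library that remained had 95.9 TPM of DPP4 against 4.4 ± 2.05 TPM in iPSCs (log2 fold change 2.89, SE 0.59, adjusted p = 0.00574) and 0.358 TPM in the media control (log2 fold change 3.35, adjusted p = 0.00244). S100A1 and DPP4 were higher than in the media control in that library, and SLC24A5 in the single Mel 5.1 library, while KIT and PLP1 were lower than in iPSCs in Mel L, Mel H1 and the media control. SOX10 (chromosome 22, 37972312 to 37984532) was on that scale at 1110 TPM in Mel L and 129 TPM in Mel 5.1, both lines that carry it, against 3.34 TPM in iPSCs (log2 fold changes 6.43 and 3.42, adjusted p = 0.000309 and 0.0149). RXRG was higher in Mel L as well, at 666 TPM (log2 fold change 5.64, adjusted p = 0.0315). The paper states that RNA-seq shows melanocyte markers and network TFs to be expressed, above all in the combinations that raised the efficiency.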

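LIN28A was listed at 0, 0 and 0.386 FPKM in Mel 6.1 and at 34.5 ± 0.437 FPKM (SD, n = 2) in iPSCs (log2 fold change -4.99, SE 0.97, adjusted p = 0.00206 from limma). The media control without TFs had 0.966 ± 0.301 FPKM (n = 3) of it (log2 fold change -4.19, SE 0.97, adjusted p = 0.0134). The de novo DNA methyltransferase gene DNMT3B (chromosome 20, 32762385 to 32809356) was at 0.574 ± 0.334 FPKM in Mel 6.1 and 30.6 ± 3.83 FPKM in iPSCs (log2 fold change -4.35, SE 1.09, adjusted p = 0.0288). It was listed at 0.745, 0 and 0 FPKM in Mel L (log2 fold change -4.71, SE 1.09, adjusted p = 0.0143). The telomere gene TERF1 (chromosome 8, 73008862 to 73047752) was at 0, 0.466 and 0.858 FPKM in Mel 6.1 against 13.7 ± 0.472 FPKM (log2 fold change -3.39, adjusted p = 0.016). Of 22 pluripotency genes tested, 10 were lower in Mel 5.1, 9 in Mel 6.1, 11 in Mel H1, 10 in Mel H2, 10 in Mel L and 7 in the media control. LIN28A, TDGF1, ZFP42, PRDM14, GDF3 and LEFTY1 were lower in all of them. Adjusted over the list alone, these counts were 17, 15, 18, 19, 16 and 16. The list's median log2 fold change ran from -2.08 in the media control to -2.73 in Mel H2, below the medians of all genes. Camera placed the list below other genes in every group with an estimated correlation too (adjusted p from 0.00034 to 0.0058). No lists matched on the iPSC level were drawn here, so this does not set the list apart from other genes high in iPSCs. None of the pluripotency genes differed between a line and the media control by limma, so a difference between medium alone and medium with TFs was not detectable at this depth. The call for LIN28A ended in Mel 6.1 without iPSC replicate 2 (adjusted p = 0.0643), and in the media control without its replicate 2 (0.0826) or iPSC replicates 2 and 3 (0.296 and 0.192). DNMT3B lost its call in Mel 6.1 without any one of that line's replicates 1, 2 and 3 (0.0669, 0.12 and 0.0718) or iPSC replicates 2 and 3 (0.591 and 0.37), and in Mel L without its replicates 2 and 3 (0.079 and 0.0817) or the iPSC libraries (0.365 and 0.203). TERF1 lost it in Mel 6.1 without its replicate 2 (0.0909) or iPSC replicates 2 and 3 (0.535 and 0.411). The 50 calls of the 5 lines went to 5 and 7 without iPSC replicates 2 and 3. In background-subtracted TPM, SOX2 was at 3.58 ± 4.05 TPM in Mel 6.1 and 2.49 TPM in the media control against 338 TPM in iPSCs (log2 fold changes -4.72 and -4.81, adjusted p = 0.000105 and 0.000384). On that scale 17 of the list were lower in Mel 6.1 and 14 in the media control, and no call of the list by camera held with an estimated correlation (adjusted p from 0.0654 to 0.262).

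**Figure D4:**
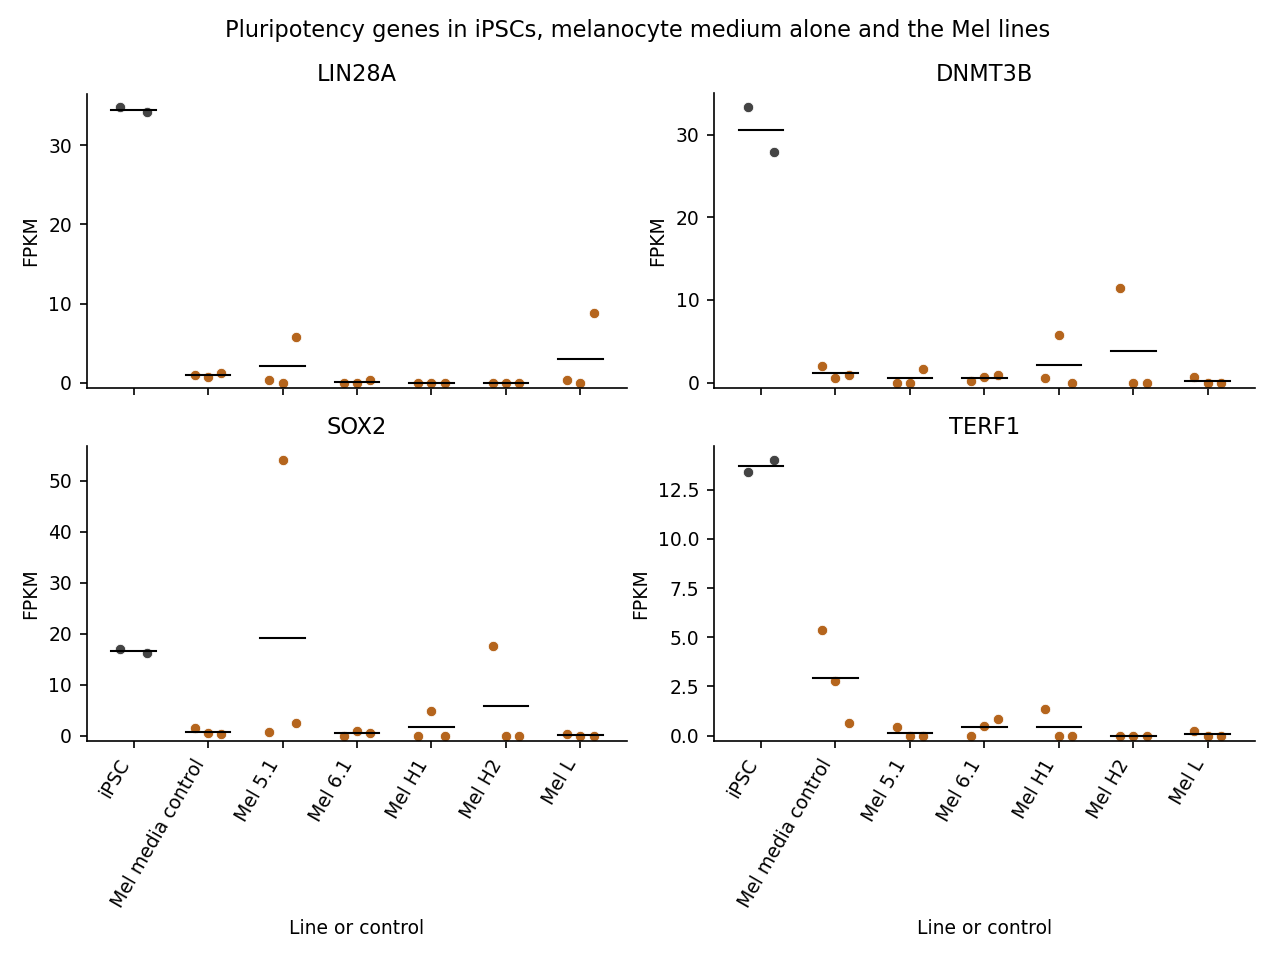
FPKM of LIN28A, DNMT3B, SOX2 and TERF1 in each library of iPSCs, the media control and the 5 Mel lines, with bars at the group means. LIN28A lies at 34.8 and 34.2 FPKM in iPSCs and at 0.966, 0.666 and 1.27 FPKM in the media control, and 1 Mel 5.1 library has 54 FPKM of SOX2.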

Finally, we sought to determine if IRENE could produce combinations of IFs that could increase the conversion efficiency of established differentiation protocols. To test this, we performed NK-cell differentiation using an established differentiation protocol^59^ and measured if the related cellular markers were more prominently differentiated in iPSC lines with over-expressed TFs than a control iPS cell line (Fig. 3g, Supplementary Fig. 4b). 

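L1TD1, a pluripotency gene, was at 105 ± 7.77 FPKM (SD, n = 2) in iPSCs and listed at 0 in the 3 libraries of the control line after NK-cell differentiation (adjusted p = 2.62e-05 from limma). Control replicates 1, 2 and 3 held 57600, 108000 and 10000 mapped reads, and the housekeeping gene ACTB was listed at 28.9, 0 and 0 FPKM in them. Against iPSCs this control had 3 genes higher and 3424 lower, with a median log2 fold change of -0.77 over all genes. The channel genes CACNA1G and CALHM1 and the gene TCERG1L were the 3 higher, CALHM1 and TCERG1L named after their values were seen. CACNA1G was at 11.2 ± 13.2 FPKM against 0.485 ± 0.0608 FPKM (log2 fold change 2.45, SE 0.68, adjusted p = 0.014), and was not called without control replicate 3 (0.0922) or iPSC replicates 2 and 3 (0.122 and 0.109). Against the control line, 349 genes were higher and 2 lower in NK 5.1, 682 and 1 in NK 5.2, 35 and 0 in NK 5.4, 1 and 0 in NK 6.1, 3 and 0 in NK 6.2 and 725 and 11 in NK 6.4. The genes behind the smallest counts, named in the same way, were CALHM1 and TCERG1L (lower in NK 5.1), TCERG1L (lower in NK 5.2), IRF8 (NK 6.1), and MIR4689, MIR548XHG and MIR6792 (NK 6.2, listed at 0 in the control). In NK 5.3 and NK 5.5, limma called none, and 1115 and 529 genes had an unadjusted p under 0.05. Simulated libraries of the same depths in which no gene differed were drawn 20 times, and gave from 675 to 826 calls for NK 5.1, 0 to 63 for NK 5.2, 251 to 386 for NK 5.3, 3 to 20 for NK 5.4, 48 to 133 for NK 5.5, 92 to 466 for NK 6.1, 3 to 47 for NK 6.2 and 594 to 762 for NK 6.4. A separate draw with 200 changed genes gave calls among its unchanged genes that lay outside several of these ranges (181 for NK 5.2, 32 for NK 5.4 and 48 for NK 6.2). Against iPSCs, the lines had between 0 genes higher (NK 5.5) and 80 (NK 6.4), and between 235 lower (NK 5.4) and 2184 (NK 5.5). These counts depended on the setting. NK 5.1 had 4 genes higher and 482 lower in FPKM, 944 and 242 with its single library of at least 1000000 reads, and 39 and 4 in background-subtracted TPM, both chosen after seeing the data. NK 5.3 had 4 and 1069 in FPKM, 46 and 4031 with those libraries and 101 and 168 in TPM. Other lines in TPM had 45 and 204 (NK 5.2), 77 and 89 (NK 5.4), 78 and 114 (NK 6.1) and 176 and 372 (NK 6.2). Cells were taken after 11 days as embryoid bodies and 4 weeks in NK-cell medium, with 3 libraries per line and 2 for NK 5.4. The 26 libraries had from 3860 to 28200000 mapped reads, 13 of them at least 1000000, and 19707 genes were tested. Replicates of a line also differed in depth, with 213000, 275000 and 3990000 reads in NK 5.1 and 186000, 250000 and 282000 in NK 6.4. Without iPSC replicates 2 and 3, 442 and 878 genes passed in the control against iPSCs, and 2091 without control replicate 3. Against the control, leaving out its replicates 1, 2 and 3 gave 1, 0 and 32 genes in NK 5.1, 27, 23 and 42 in NK 5.2, and 181, 193 and 216 in NK 6.4. Leaving out replicates of NK 5.1 gave 1803 (replicate 2) and 1546 (replicate 3), those of NK 5.2 106 (replicate 1) and 430 (replicate 2), and NK 6.4 replicate 1 gave 1383. NK 5.4 had 23 and 19 genes without control replicates 1 and 2, and 76 and 142 without its own replicates 1 and 2. NK 6.1 had 20, 41 and 150 genes without its replicates 1, 2 and 3, and 2 and 20 without control replicates 1 and 3. NK 6.2 had 22, 18 and 17 without its replicates 1, 2 and 3, and 13 without control replicate 3. NK 5.3 had 7 without its replicate 3 and 2 and 16 without control replicates 1 and 3, and NK 5.5 had 46 and 6 without its replicates 1 and 3 and 39 without control replicate 3.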

Again, we found a high consistency between the experimental and computational ranking of CD56 + NKp46+ double-positive cells (Fig. 2g). In particular, five of eight iPSC lines with combinations of IFs over-expressed after spin-EB differentiation ([JUN, ETS1, FLI1, IRF4, ELK4, ZNF107], [JUN, ETS1, FLI1, IRF4, IRF8, ELK4], [JUN, ETS1, FLI1, IRF4, IRF8], [JUN, ETS1, FLI1, IRF4, MBD4, ELK4] and [JUN, ETS1, FLI1, IRF4, RFX5]) increased the number of CD56 + NKp46 NK-cells by up to 250% compared to the line without IFs, yielding an efficiency of 2.6% with respect to double-positive cells (Fig. 3g). Furthermore, these cell lines expressed a greater percentage of other mature NK-cell markers (Fig. 3g), indicating that not only were more NK-cells produced, but that the cells that were produced were more mature than the iPSC control line. This finding is corroborated by corresponding RNA-sequencing analysis (Supplementary Figs. 10, 11). 

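TYROBP and CTSW, which encode a signalling adaptor of NK and myeloid cells and a cathepsin of cytotoxic cells, passed as higher than in iPSCs in the deeper NK libraries, TYROBP in NK 5.3, NK 5.4, NK 6.1 and NK 6.2 and CTSW in NK 5.3 alone. In background-subtracted TPM, a scale chosen after seeing the data, CTSW (chromosome 11, 65879813 to 65883741) was at 462 ± 6.01 TPM (SD, n = 2) in NK 5.3 and 1.99 TPM in iPSCs (n = 2, log2 fold change 5.31, adjusted p = 0.0161 from limma). TYROBP (chromosome 19, 35904401 to 35908309) was at 416 ± 90.3 TPM in NK 5.3 (log2 fold change 5.09, adjusted p = 0.0116), 517 ± 263 TPM in NK 6.1 (5.32, 0.00831) and 193 ± 115 TPM in NK 6.2 (n = 3, 3.84, 0.0185). It passed in NK 5.4 as well (231 TPM, adjusted p = 0.0323), and was at 0 and 5.19 TPM in iPSCs. Without passing, TYROBP was also above both iPSC libraries at 88 TPM in the single NK 5.1 library and from 18.7 to 151 TPM in NK 5.2, and CTSW at 29.9 ± 26.6 TPM in NK 5.2. HMEC libraries held from 5.37 to 213 TPM of TYROBP on the same scale. CD247, the T-cell receptor zeta chain gene, was at 398 ± 125 TPM in NK 5.3 and 5.89 TPM in iPSCs (log2 fold change 4.66, adjusted p = 0.0472). Of 37 NK-cell markers tested on this scale, 3 were higher in NK 5.3, TYROBP alone in NK 5.4, NK 6.1 and NK 6.2, and none in NK 5.1 (1 library) and NK 5.2. Adjusted over the list alone, 6 were higher in NK 5.3, 2 in NK 5.4, 1 in NK 6.1 and 1 in NK 6.2. Camera with an estimated correlation called the list higher in NK 5.3 (adjusted p = 0.00752), NK 6.1 (0.0355) and NK 6.2 (0.04), but not in NK 5.4 (0.0531). Genes of other cells rose in the same lines. Of 16 myeloid genes, 4 were higher in NK 5.3 and in NK 6.2 (CD163, C1QA, C1QB and TYROBP, which is on both lists; list adjusted p = 0.00223 and 0.00355). Of 14 mesenchymal genes, 8 were higher in NK 5.3 and in NK 5.4, 9 in NK 6.1, where camera did not call that list (adjusted p = 0.0513), and 9 in NK 6.2. In NK 5.4, 5 of 12 liver genes were higher as well. No library of the control line held enough reads for this scale, so the lines were set against iPSCs alone. The genes of the stained proteins did not pass: NCR2 (NKp44) was at 135 ± 17.2 TPM in NK 5.3 against 11.8 TPM (log2 fold change 2.73, adjusted p = 0.225), and KLRK1 (NKG2D) at 108 ± 66.7 TPM against 6.14 TPM (2.76, 0.218). In FPKM against the control line, NCAM1 (CD56; chromosome 11, 112961247 to 113278436) averaged between 0.553 and 1.21 FPKM in the lines and 1.21 ± 2.09 FPKM (n = 3) in the control, and NCR1 (NKp46) was listed at 0 in all libraries. NCR1 was among the genes near 0 in all deep libraries, so its value of 0 says nothing on its expression. Of 5 genes of stained proteins, 3 were tested in FPKM and none passed by limma. From the larger share of cells with mature NK-cell markers in flow cytometry, the paper reasons that the cells of these lines were also more mature than those of the control line. It adds that its RNA-seq bears this out.

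**Figure D5:**
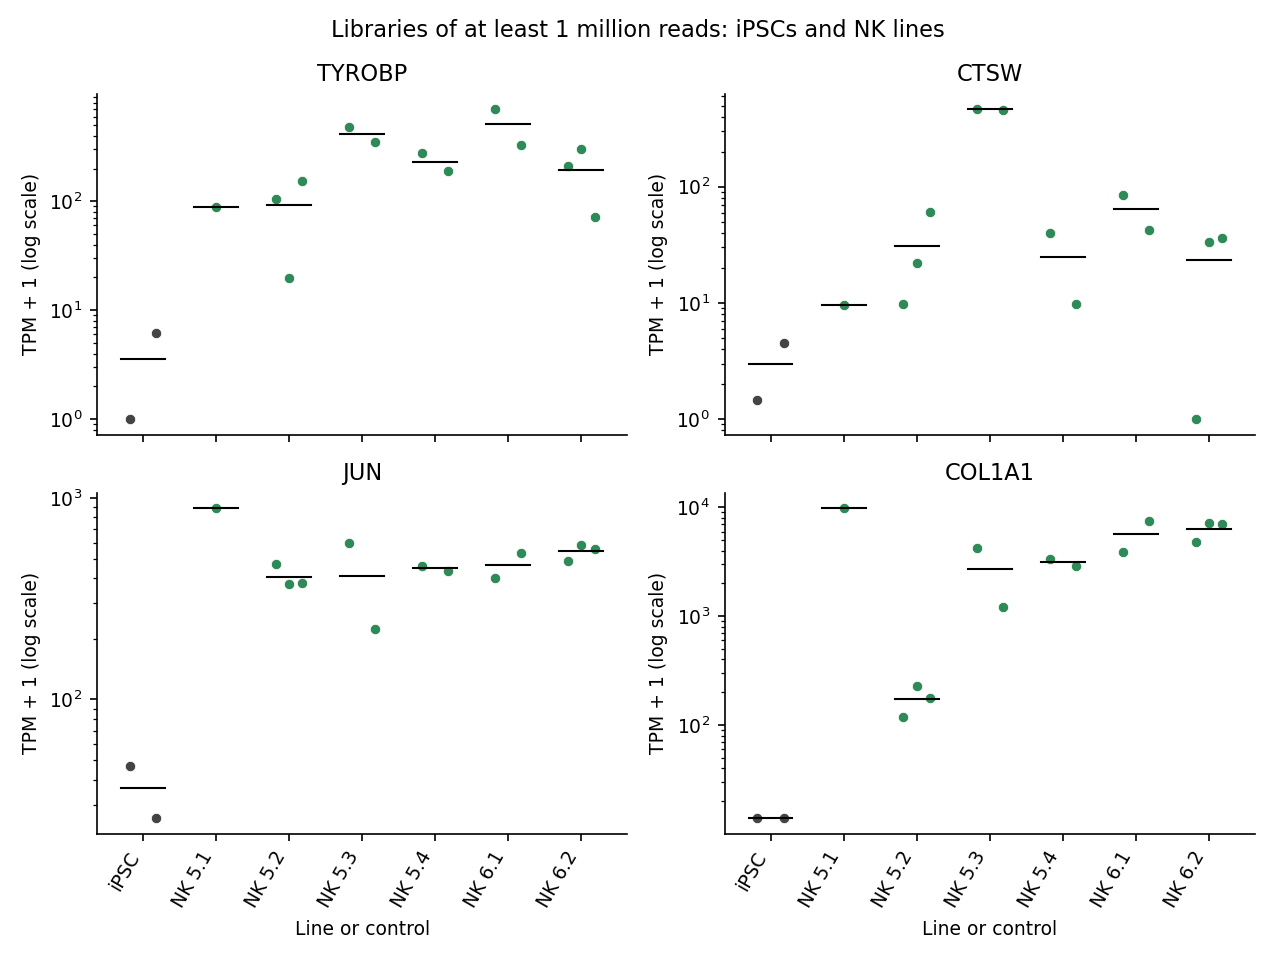
Background-subtracted TPM plus 1 on a log axis for TYROBP, CTSW, JUN and COL1A1 in iPSCs and in NK libraries of at least 1000000 reads, with bars at the group means. TYROBP lies between 18.7 and 703 TPM in the NK libraries and at 0 and 5.19 TPM in iPSCs, and COL1A1 between 1220 and 9860 TPM in all NK lines except NK 5.2, where it lies between 117 and 227 TPM.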

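EOMES, a T-box TF gene of NK and cytotoxic T cells (chromosome 3, 27715949 to 27722715), was at 1.64 ± 0.138 FPKM (SD, n = 3) in NK 5.2 and listed at 0 in the 3 control libraries. It was the 1 NK-cell marker higher in any line than in the control (adjusted p = 0.0428 from limma), and it was also at 0.685 and 0.274 FPKM in iPSCs. The control libraries held 10000 to 108000 reads, so a value of 0 in them says little. NKG7, a granule gene, was at 5.02 ± 7.54 FPKM in NK 5.2 (log2 fold change from iPSCs 1.23, adjusted p = 0.658), and KLRC1 at 14.4 ± 24.5 FPKM in NK 5.3 (log2 fold change 1.71, adjusted p = 0.269). Of 51 NK-cell markers 31 were tested, and none was higher in any line or in the control than in iPSCs. Adjusted over the list alone, none was higher than in iPSCs, and EOMES in NK 5.2 and IL2RB in NK 6.1 were higher than in the control. None of 9 cytotoxic effector genes passed either, and adjusted over the list alone GZMB was higher than in the control in NK 5.4. Camera with an estimated correlation called the NK-cell markers in no line against iPSCs (adjusted p from 0.209 to 0.981), while the preset correlation called 7 comparisons. IRF8 was higher in NK 6.1 than in iPSCs (log2 fold change 2.25, SE 0.38, adjusted p = 0.000497) and than in the control, where it was listed at 0 (adjusted p = 0.0012), and passed without any one library. MBD4, listed at 0 in all NK 6.4 libraries although this line carries it, was lower there than the 3.66 ± 0.712 FPKM of iPSCs (adjusted p = 0.0426), as it was in the control (0.0243). No other of the 11 network TFs (JUN, ELK4, ETS1, FLI1, IRF4, IRF8, MBD4, RFX5, BACH2, ZNF107 and SP140) passed in any line, and adjusted over the list alone SP140 in NK 5.2, JUN in NK 5.5 and ELK4 and IRF8 in NK 6.1 were higher than in the control. The call for EOMES ended without any one library of NK 5.2 (adjusted p = 0.141, 0.08 and 0.0577 for replicates 1, 2 and 3) or of the control (0.125, 0.122 and 0.134), and that for MBD4 in NK 6.4 without any one of its libraries (0.0754, 0.0781 and 0.0692) or iPSC replicates 2 and 3 (0.334 and 0.182). With a pseudocount of 0.1, 5 markers were higher than in the control, and in fits of each line with the control alone 8 were. Over all lines, the count of 1 went to 0 without either iPSC library, NK 5.3 replicate 1, either NK 5.4 library, NK 5.5 replicates 1 or 2 or any NK 6.2 library, and to 4 without NK 5.1 replicate 3. In background-subtracted TPM, JUN (chromosome 1, 58780791 to 58784113) was higher than in iPSCs in all 6 lines with deep libraries. It was at 888 TPM in the single NK 5.1 library (log2 fold change 4.35), 406 ± 53.3 TPM in NK 5.2 (3.23, adjusted p = 0.0127) and 542 ± 52.4 TPM in NK 6.2 (3.64, adjusted p = 0.00201), against 35.4 ± 15 TPM (n = 2) in iPSCs. IRF8 was at 475 ± 7.3 TPM in NK 6.1 and 0 in iPSCs on that scale (adjusted p = 0.0107).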

Except for one combination ([JUN, ELK4, ETS1, FLI1, IRF4]), all combinations induce the expression of NK-cell marker genes and network TFs. This is consistent with the fact that this combination only results in an efficiency of 0.28%, which is lower than the bona fide NK differentiation protocol alone (Fig. 2g). Moreover, deconvolution of converted cell RNA-seq samples using a single-cell reference dataset composed of peripheral blood mononuclear cells^60^ and iPSCs^56^ further underscores the possession of an NK-cell phenotype for most combinations (Supplementary Fig. 7c). In particular, except for one cell line converted with the IF combination [JUN, ETS1, FLI1, IRF4, MBD4], between 16 and 30% of converted cells in each sample are predicted to be NK cells.

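DPPA4, a chromatin gene of pluripotent cells (chromosome 3, 109326141 to 109337572), was at 34.1 ± 5.15 FPKM (SD, n = 2) in iPSCs, 3.9 ± 3.61 FPKM (n = 3) in NK 5.2 and 0.142 FPKM on average in NK 5.3. It was lower than in iPSCs in both (NK 5.2 log2 fold change -3.09, adjusted p = 0.000931 from limma; NK 5.3 -4.94, adjusted p = 5.76e-07). L1TD1 was at 2.9 ± 2.14 FPKM in NK 5.2 (log2 fold change -4.90, adjusted p = 0.00275) and 1.06 ± 0.344 FPKM in NK 6.2 (-5.70, SE 0.93, 0.000437). LIN28A in NK 5.2 was at 8.4, 4.74 and 3.42 FPKM, and did not pass (log2 fold change -2.52, adjusted p = 0.199). In NK 6.2 it was at 0.399 FPKM on average (log2 fold change -4.67, adjusted p = 0.00409). DNMT3B, at 16.5 ± 9.44 FPKM, was higher in NK 5.2 than the 0.806 FPKM of the control (log2 fold change 3.38, SE 0.94, adjusted p = 0.0423). That call ended without any one control library (adjusted p = 0.153, 0.0887 and 0.157 for replicates 1, 2 and 3) or NK 5.2 replicates 1 and 2 (0.178 and 0.0816). Of 22 pluripotency genes tested, 4 were lower than in iPSCs in NK 5.2, 13 in NK 5.1, 12 in NK 5.3, 7 in NK 5.4, 16 in NK 5.5, 11 in NK 6.1, 11 in NK 6.2, 15 in NK 6.4 and 16 in the control. Adjusted over the list alone, 8 were lower in NK 5.2 and between 14 and 19 in the others. The list's median log2 fold change was -1.09 in NK 5.2 and between -2.03 and -2.64 in the others. With an estimated correlation, camera placed it below other genes in all of these (adjusted p from 0.00177 to 0.011) except NK 5.2 (0.212). Genes high in iPSCs have further to fall where most genes are listed at 0. This holds in the control (10000 to 108000 reads) and NK 5.5 replicates 1 and 2 (5890 and 3860 reads). In the control, 40 percent of 10000 random lists of the same iPSC levels had a median as low as -2.64. No matched lists were drawn for the lines, so camera does not show a loss specific to the list. DPPA4, DNMT3B, ZSCAN10, SALL4 and TERF1 were higher in NK 5.2 than in the control, and 13 of the list when adjusted over the list alone, though not by camera with an estimated correlation (0.56). The NK 5.2 libraries held 1070000 to 6560000 reads and those of the control 10000 to 108000. Over all genes of this comparison, 682 were higher and 1 lower, with a median log2 fold change of 0.65. These calls are therefore not particular to the list and not separated from depth. In background-subtracted TPM, SOX2 was at 323, 220 and 320 TPM in NK 5.2 and at 336 and 340 TPM in iPSCs, and LIN28A at 277, 233 and 302 TPM against 694 and 723 TPM. LIN28A on that scale was at 5.5, 0 and 0 TPM in NK 6.2 and at 0 and 5.72 TPM in NK 5.3. There, 1 pluripotency gene was lower in NK 5.1 (1 library) and in NK 5.2, and between 4 and 7 in NK 5.3, NK 5.4, NK 6.1 and NK 6.2. Without iPSC replicate 2, the calls for DPPA4 and L1TD1 in NK 5.2 ended (adjusted p = 0.0552 and 0.0847), and LIN28A lost its call in NK 6.2 without iPSC replicates 2 and 3 (0.0836 and 0.0622), while DPPA4 in NK 5.3 and L1TD1 in NK 6.2 passed without any one library. Over all NK lines, the 89 calls went to 39 and 49 without iPSC replicates 2 and 3. That fewer genes passed in NK 5.2 is not a test of the difference between lines, and the deconvolution with blood cells was not repeated here.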

## Discussion

The often low efficiency of cellular conversions constitutes a major obstacle in advancing the development of new cell transplantation and gene therapies. Great efforts have been devoted to increasing cell conversion efficiency by employing new experimental techniques for delivering IFs^61–65^ and, in some cases, by developing computational methods for predicting combinations of IFs in specific cellular systems^16–21^. However, none of these approaches alone could systematically address this prevailing issue. Here, we introduced a computer-guided design tool that combines the first computational framework for prioritizing more efficient IFs of cellular conversions, called IRENE, and an experimental setup exploiting the piggyBac transposase to overcome the limitations of viral vector gene delivery.

In particular, IRENE is based on a general strategy for increasing the efficiency of cellular conversions by systematically integrating and making use of transcriptomic and epigenetic profiles. The foundation of IRENE is the reconstruction of cell-type-specific GRNs by integrating chromatin accessibility, histone modifications, TF ChIP-seq, enhancer-promoter interactions, PPIs, and transcriptomic datasets, which allowed the implementation of a model that accounts for the stochastic nature of cellular conversions^10^. The strategy proposed by IRENE for prioritizing more efficient IFs minimizes not only the transcriptional differences between the initial and target cell types but also accounts for the amount of epigenetic restructuring needed during the conversion process, which is a key determinant of conversion efficiency^66^.

As previously described, IRENE reconstructs GRNs based on transcriptional and epigenetic landscapes to predict IFs whose over-expression increases the probability of inducing the target cell type. Moreover, computational over-expression of the predicted IFs has to lead to the satisfaction of all reconstructed logic rules of a network after simulation. It is worth noting that the reconstructed logic rules are static and do not change during simulation, which implies that the predicted IFs for a target cell type requiring the binding of protein complexes in active enhancer or promoter regions have to contain all TFs forming these complexes unless they can be transiently activated. One such example is iPSCs, in which POU5F1 alone or as part of a complex occupies all active regulatory regions. Thus, POU5F1 has been determined to be indispensable for cellular reprogramming, which has long been believed to be true^67^. Nonetheless, recent experiments demonstrated that viable iPSCs can be generated with SOX2, KLF4, and MYC (SKM) alone^68^. Since IRENE used transcriptional and epigenetic profiles of PSCs induced by POU5F1, SOX2, KLF4, and MYC (PSKM), further research is required to assess differences in binding events, active TFs as well as active regulatory regions underlying the reconstructed networks of PSCs induced by SKM and PSKM, respectively. However, to date, no DNase-seq and H3K27ac ChIP-seq data of SKM-based iPSCs have been generated, which currently prevents such an assessment.

Further, predicted IFs by IRENE were over-expressed using piggyBac-integrable TF-over-expression cassettes to overcome the main limitations of current viral vector-based protocols. First, piggyBac can integrate up to 100 kb sections of DNA into the genome^69,70^. In combination with the human TFome^26^, the first collection of more than 1500 TF constructs, virtually any number of predicted IFs can be delivered, thus, overcoming limited carrying capacity. Second, the prevailing issue of genetic silencing is mitigated because piggyBac integrates TF-over-expression cassettes many times (≥40 copies) under recommended nucleofection conditions. Finally, piggyBac enables high-throughput cellular conversions due to its demonstrated low conversion time, which is highly instrumental for testing new gene therapies^71^.

We demonstrated through experimental validation that our computer-guided design tool is applicable to various protocols and substantially increased efficiency in most tested cases. A significant consistency of the rankings of predicted and experimental efficiency has been obtained in the conversion to mammary epithelial and natural killer cells, which proves IRENE’s ability to prioritize more efficient combinations of IFs. For assessing the efficiency of cellular conversions, we adopted the commonly employed formulation, which used the number of starting cells plated and final double-positive cells observed. Although this metric confirmed efficiencies predicted by IRENE, this calculation is inherently unable to account for cell death, proliferation rates, and cells lost during dissociation and washes. Thus, a future improved metric would likely require sophisticated automation for tracking the fate of each cell that divides over the duration of a differentiation protocol. We believe that a significant consistency would be obtained for melanocyte differentiation, if more combinations are tested. In addition, we showed that our tool can be readily applied to an existing protocol of NK cell differentiation and increased the efficiency by 900% compared to existing protocols. Nonetheless, some combinations yielded only a low percentage of CD56 + NKp46+ double-positive cells. Since the predictions have been performed using iPSCs as the initial cell type instead of hematopoietic progenitor cells (HSCs) obtained after 11 days of differentiation, we speculate that low efficiency is due to detrimental regulatory programs established during HSC differentiation, as exemplified by BACH2^72^. Importantly, although experimental validation was performed in the context of directed cellular differentiation, the consistent ranking of IFs for cellular reprogramming towards iPSCs and the high accuracy of recovered IFs in previously established protocols strongly suggests that IRENE could aid in increasing the efficiency of conversions between somatic cells.

In addition to computational methods, several wet-lab approaches have been conceived for predicting efficient IFs of cellular conversions. For instance, a recent study demonstrated that transdifferentiation efficiency can be substantially increased by inducing cells with hyperproliferative and hypertranscribing properties after overexpression of IFs^73^. In contrast, the efficiency of directed differentiation protocols is partly determined by the cell cycle and can be increased through its targeted inhibition. Moreover, the overexpression of IFs using small molecules successfully increased the efficiency of cellular conversions in various cell types^74^. However, the identification of these small molecules requires large amounts of resources and is laborious. Another approach for increasing conversion efficiency is the homogenization of the initial cell source through cell enrichment. This technique has been successfully employed, for instance, to increase the conversion efficiency of cellular reprogramming^75^ as well as the differentiation of monocytes into dendritic cells^76^. In general, the aforementioned approaches have in common that they require knowledge about the IFs inducing the desired cell type. Consequently, we expect that these wet-lab approaches for increasing cellular conversion efficiency are well complemented by the predictions of IRENE.

To our knowledge, our computer-guided tool for designing cellular conversions employs the first computational method that systematically identifies more efficient IFs. Altogether, this tool offers an accurate and efficient method for using TFs in direct cell-type conversion and is expected to enhance the production of cell sources readily usable in therapeutic applications, such as cell transplantation and gene therapies.

## Methods

### Cloning of TF cassettes for cell type conversion

TFs were cloned into a plasmid in between flanking piggyBac integrase regions. Plasmids were part of the Human TFome collection and were cloned with Gateway LR cloning from compatible donor plasmids and did not require primers for amplification. All plasmids are available on the AddGene TFome collection. Upon nucleofection with the piggyBac transposase, DNA between these regions is integrated randomly into the genome. The exact number of integration events was not directly determined, but is a function of DNA quantity upon nucleofection. Upstream of the TF cassettes is a DOX-inducible promoter (pTRET) to activate TF-overexpression in the presence of doxycycline in the media. All plasmids and plasmid maps will be made available on Addgene.

### Creation of cell lines

All differentiating cell lines were performed on reprogrammed PGP1 fibroblasts (https://www.coriell.org/0/Sections/Search/Sample_Detail.aspx?Ref=GM23338&Product=CC) using the Sendai-reprogramming-factor virus. PGP1 iPS cells were expanded and nucleofected with P3 Primary cell 4D Nuceleofection kits with pulse code CB150 using 2 μg of total DNA for 800,000 cells [Lonza]. Cells were plated onto Matrigel-cotated plates [Corning] with ROCK-inhibitor [Millipore] and selected with puromycin [Sigma]. Stable cell lines were expanded over several passages using TrypLE [Gibco] in mTeSR [StemCell Technologies] and frozen in mFReSR [StemCell Technologies]. PGP1 cell lines were modified to incorporate TF over-expression cassettes into the genome to create cell lines. The following cell lines were created (ex: “Cell line name [TF1, TF2,…]”): NK 5.1 [JUN,ELK4,ETS1,FLI1,IRF4]; NK 5.2 [JUN,ETS1,FLI1,IRF4,MBD4]; NK 5.3 [JUN,ETS1,FLI1,IRF4,RFX5]; NK 5.4 [JUN,ETS1,FLI1,IRF4,IRF8]; NK 5.5 [JUN,BACH2,ETS1,FLI1,IRF4]; NK 6.1

[JUN,ELK4,ETS1,FLI1,IRF4,IRF8]; NK 6.2 [JUN,ELK4,ETS1,FLI1,IRF4,ZNF107]; NK 6.4

[JUN,ELK4,ETS1,FLI1,IRF4,MBD4]; Mel L [E2F7,SOX10,PAX3,RXRG]; Mel H1 [MITF,ETS1,HOXC9,TFAP2A]; Mel H2 [E2F7,ETS1,HOXC9,TFAP2A]; Mel 5.1 [RXRG,ETS1,SOX10,MITF,TFAP2A]; Mel 6.1

[RXRG,ETS1,HOXC9,E2F7,TFAP2A,MSC]; HMEC 5.1 [GRHL3,NFYC,VDR,KLF5,MAX]; HMEC 5.2

[GRHL3,NFYC,VDR,NCOR1,HINFP]; HMEC 5.3 [GRHL3,NFYC,VDR,SMAD4,HINFP]; HMEC 5.4

[GRHL3,NFYC,VDR,NCOR1,SMAD4]; HMEC 5.5 [GRHL3,HINFP,ZNF143,SMAD2,CREB1]; HMEC 6.1

[GRHL3,NFYC,ZNF143,VDR,KLF5,MAX]; HMEC 6.2 [GRHL3,NFYC,VDR,NCOR1,SMAD4,HINFP]; HMEC 6.3

[GRHL3,NFYC,VDR,NCOR1,HINFP,ZNF143]; HMEC 6.4 [GRHL3,HINFP,ZNF143,SMAD2,CREB1,NCOR1].

### HMEC differentiation

In total, 50,000 hiPSCs were plated on matrigel-coated plates and differentiated with 2 ng/mL doxycycline [Sigma] for 8 days in mTeSR [StemCell Technologies] with full media changes daily.

### Melanocyte differentiation

In total, 50,000 hiPSCs were plated on matrigel-coated plates and differentiated with 2 ng/mL doxycycline [Sigma] for 8 days in Melanocyte Growth Media [Sigma] with full media changes every other day.

### NK-cell differentiation

Six wells of 3000 hiPSCs were plated into uncoated round-bottom plates in 200 μL of StemDiff APEL2 media [StemCell Technologies] with Stem Cell Factor (SCF) (40 ng/mL) [R&D Systems], BMP4 (40 ng/mL) [R&D systems], and VEGF (40 ng/mL) [BioLegend] and spun at 300 g at RT for 5 min. Cells were then incubated at 37 C and 5% CO_2_ for 11 days. Half-media changes were performed on days 5, 7, and 9. On day 11, all six wells of spin EBs were aspirated without disturbing the structure of the EB and plated into a well of a 24-well plate in NK differentiation media consisting of StemDiff APEL2, SCF (20 ng/mL), IL-3 95 (5 ng/mL) (first week only) [R&D Systems], IL-7 (20 ng/mL) [R&D Systems], IL-15 (10 ng/mL) [R&D Systems], and FlT3l (10 ng/mL), [BioLegend]. Half media changes were performed once per week for 4 weeks.

### Flow cytometry

Cells were digested in TrypLE [Gibco] and resuspended in growth media before staining with cell surface markers. The following antibodies were used for analysis: [HMEC: ERB2-APC-Vio-777 (10 μL/test), EpCAM-PE-Cy7 (5 μL/test)]; [NK-cells: CD56-APC (5 μL/test), CD16-PerCP-Cy5.5 (5 μL/test), NKp44-PE (5 μL/test), NKp46-PE-Cy7 (5 μL/test), NKG2D-FITC (5 μL/test)]; [Melanocytes: CD26-PerCP-Cy5.5 (5 μL/test), Mel.2-anti mouse IGg1 (1 μg/mL), ms IGg1-PE (20 μL/test)]. Cells were analyzed on a BD LSR Fortessa Analyzer. We measured 3 biological replicates and for at least 1000 cells. Cytometry results were analyzed using the flowCore R package v1.52.1 and related packages.

### RNA Sequencing

100k or fewer cells were digested with TrypLE [Gibco] and resuspended in TRIzol LS Reagent [Invitrogen] for lysis. The RNA was purified using a Direc-zol RNA MicroPrep Kit [Zymo]. Library preparation was performed with a SMARTer Seq v2 Pico Mammalian Input kit [TAKARA Bio]. NGS was performed using Illumina NovaSeq technology for 115 cycles.

### Identification of identity TFs

A background gene expression distribution of each TF was defined by 7600 different samples in Recount2^77^ (Supplementary Data 3). All samples from The Cancer Genome Atlas (TCGA) and those containing the terms “cancer”, “disease”, and “single cell” in the title or description of their Gene Expression Omnibus (GEO)^78^ entry were excluded prior to the analysis. TFs in a query sample were subsequently ranked based on the specificity of their expression using a modified version of the method proposed by D’Alessio et al.^16^. The approach consists of three steps. First, gene expression profiles in the background are excluded that are correlated to the query sample. A Pearson correlation coefficient of 0.75 was selected as a threshold, by maximizing the F1 score of distinguishing ESC from non-ESC samples in the background distribution (Supplementary Fig. 12). Second, for each TF, an idealized probability distribution, which contains ‘1’ in place of the considered sample and ‘0’ otherwise, and a query probability distribution, containing the normalized expression of the TF in all samples, is created. Finally, the Jensen-Shannon divergence (JSD) between the ideal and background distribution is computed. The 10 TFs having the highest JSD value are selected as identity TFs.

### Reconstruction of cell-type-specific core GRNs

GRN reconstruction follows a three-step approach. First, every gene is classified into being active or inactive based on its expression value using RefBool^79^ with Matlab 2018a (© Mathworks), testing the null hypothesis that a gene is inactive. *P*-values of <0.1 were considered significant.

Second, active proximal and distal regulatory regions are identified for every active TF. Promoters are defined based on the Ensembl promoter annotation from the Eukaryotic Promoter Database^80^ (accessed 23 March 2018) and restricted to 1500 bp upstream and 500 bp downstream. Promoter regions are deemed active in a given cell type if it overlaps with at least one H3K4me3 peak. Enhancers of active TFs are defined by the GeneHancer database^27^ (accessed 6 April 2018). Enhancers are deemed active if they overlap with at least one H3K27ac peak and truncated to the peak region. Inactive enhancer regions are discarded.

Finally, TF binding events are identified in active promoter and enhancer regions by overlaying TF ChIP-Seq peaks from ChIP Atlas^30^, regardless of the cell type they were profiled in. Every binding event sharing one base pair with an active region constitutes a potential regulatory interaction. Interactions are filtered by cell-type-specific DNase-Seq peaks, such that all remaining interactions are within accessible chromatin regions.

Using this approach, a GRN scaffold is constructed among all TFs and subsequently restricted to identity TFs and co-factors. Co-factors are selected based on three conditions. First, only active TFs defined by RefBool are considered. Next, TFs are ranked based on their JSD value and restricted to those whose ranks are significantly lower than their average rank across all samples (z-score ≤ −1.5). Finally, co-factors must regulate and must be regulated by at least one identity TF. The GRN scaffold is restricted to identity TFs and co-factors, which constitutes the core GRN.

Accessions of the experimental datasets used in this study are provided in Supplementary Data 4. All considered datasets were annotated to genome assembly GRCh38 or converted to GRCh38 by using the CrossMap tool^81^.

### Inference of Boolean logic rules

IRENE infers cooperative and competitive binding by identifying TFs with overlapping ChIP-seq peaks having a PPI reported in iRefIndex^37^. Significant overlap is determined on the basis of positive and negative gold-standard datasets of 755 and 336 PPIs, respectively^82,83^. The average reciprocal overlap of (non-)interacting TF pairs was computed in all cell lines/cell types with available ChIP-seq profiles in ChIP-Atlas^30^. TF pairs are more likely to interact if their peaks overlap by at least 62.43% (Supplementary Fig. 13). All TFs in an active regulatory region are transformed into an undirected graph where an edge represents an overlap of more than 62%. The connected components of this graph are detected using the “clusters”-method of the R “igraph”-library (version 1.2.2)^84^.

TFs in a cluster are connected by a Boolean AND-gate while all others are connected by an OR-gate. Active enhancer and promoter regions are combined by forcing the regulation of at least one enhancer, thus connecting multiple enhancers by an OR-gate, and the promoter.

### Prediction of efficient combinations of IFs

IRENE computes a surrogate measure of cellular conversion efficiency by assessing the probability that the over-expression of a set of TFs eventually activates the complete core GRN. The measure is composed of a transcriptional and an epigenetic score.

For the transcriptional score, the RNA-seq profiles of the initial cell type are processed and discretized as described before. Over-expression of TFs is performed in the discrete space, switching the expression value from ‘0’ to ‘1’. A prior distribution over all GRN states is computed describing the probability of the initial cell type to be in each network state after applying over-expression of TFs. The probability for each TF to be active or inactive is defined as the probability of observing a lower or greater expression value in the background distribution of RefBool^79^, respectively. The probability of being in a certain network state is then defined as the product of the probabilities of being in the individual TF states. Finally, the model checker PRISM v4.4^85^ is employed to compute the distance of all network states that eventually activate the whole network (Supplementary Note 2). The transcriptional score is defined as the average distance to the desired network state in which every TF is actively weighted by the prior distribution.

For the epigenetic score, IRENE computes the fraction of common active regulatory elements after TF over-expression. This fraction is set to one for over-expressed TFs, thus bypassing the need for remodeling. The product of the fraction of common enhancers after applying a perturbation serves as the epigenetic score.

Finally, the arithmetic mean of the epigenetic and transcriptional scores constitutes IRENE’s surrogate measure of efficiency.

Importantly, IRENE requires the specification of a user-defined number of TFs included in the combinations to allow for accounting for different experimental setups.

### GO enrichment

GO enrichment was performed using the WebGestaltR R-package v0.4.2 with R version 3.6.1. All network TFs were queried against categories defined in the “biological process” database that have at least 10 and at most 200 annotated genes and restricted to human TFs from AnimalTFDB v3^86^. A false discovery rate less than 0.05 was considered significant.

### Prediction of promoter regulators from DNA-binding predictions

Known motifs for the human Grch38 genome were obtained from the Homer webpage (version 191020) as bed-files and subset to the TFs included in the melanocyte network. The set of all binding sites was subset to network TF promoter regions defined by the Eukaryotic Promoter Database^80^ (restricted to 1500 bp upstream and 500 bp downstream) using the intersectBed program from bedtools^87^ v2.22.1.

### Determining statistical significance of IF prioritization

Concordance of rankings obtained from experimentally measured conversion efficiency and predicted scores from IRENE is assessed by calculating the Euclidean distance between both rankings. Statistical significance was assessed by computing a background distribution of the Euclidean distance between all possible rankings and the experimentally obtained ranking. The *p*-value was defined as the cumulative probability of observing a lower distance than the one obtained from the predicted scores.

### Deconvolution of RNA-seq samples

RNA-seq samples are deconvoluted into individual cell types using CybersortX^54^. First, single-cell SmartSeq2 reference datasets have been collected and normalized to TPM. For each reference dataset, a signature matrix containing 500 to 700 genes per cell type was computed using CybersortX. Only genes having an expression value above 2 TPM were considered and no sub-sampling of cells was performed. RNA-seq counts were transformed to TPM and served as an input for deconvolution. CybersortX was run in “absolute mode” to allow for normalization of the deconvolution results into percentages.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Reporting Summary

## Data Availability

The RNA-seq data generated in this study can be found in GEO: GSE165961. Accession numbers of transcriptomics datasets used for identifying identity TFs are provided in Supplementary Data 3. Accession numbers of datasets employed for reconstructing gene regulatory networks can be found in Supplementary Data 4. TF ChIP-seq accession numbers for network reconstruction are provided in Supplementary Data 5. Supplementary Data 6 contains pre-computed combinations of IFs for various cellular conversions. Databases used throughout this study are publicly available: Eukaryotic Promoter Database [https://epd.epfl.ch/human/human_database.php?db=human], AnimalTFDB v3 [http://bioinfo.life.hust.edu.cn/static/AnimalTFDB3/download/Homo_sapiens_TF], GeneHancer v4.7 [https://genecards.weizmann.ac.il/geneloc_prev/genehancer.xlsx], Chip Atlas [https://chip-atlas.org/peak_browser], iRefIndex [https://irefindex.vib.be/] and Recount2 [https://jhubiostatistics.shinyapps.io/recount/]. The datasets used for generating single-cell RNA-seq reference samples for bulk RNA-seq deconvolution are publicly available in GEO: iPSC [https://www.ebi.ac.uk/arrayexpress/files/E-MTAB-6819/E-MTAB-6819.processed.1.zip], breast tumor tissue [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE118389], PBMCs [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE132044] and melanocytes [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE151091].

## Code availability

The source code of IRENE is available at https://github.com/saschajung/IRENE.

How the deposited data were processed for this re-analysis (not part of the article)

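Bulk RNA-seq was measured in 64 libraries of the PGP1 iPSC line and its derivatives: 18 from 6 HMEC lines and 18 from 5 Mel lines and their media control, all on day 8, with 2 ng/mL doxycycline in the lines and none recorded for the media control, 26 from 8 NK lines and their control line after 11 days as embryoid bodies and 4 weeks in NK-cell medium, and 2 from undifferentiated iPSCs. Each group held 3 libraries, except NK 5.4 and iPSCs with 2. All columns of the 22 processed tables were matched to their libraries (0 were left unmatched), and conditions follow the labels even where the levels of integrated TFs go against them, so results hold for the libraries as labelled and are not shown to hold for the named TFs. This applies to HMEC 5.1, HMEC 5.4 and Mel H1, whose libraries held RNA of TFs of other lines. These values do not separate an integrated copy from the cells' own gene. The same applies to lines without reads of some of their TFs, among them Mel H2 (E2F7, HOXC9 and TFAP2A listed at 0, in libraries of 434000 reads at most) and NK 6.4 (FLI1, IRF4 and MBD4 listed at 0, in libraries of 282000 reads at most). The TFs of Mel H2 were taken from the paper's methods, and its figure shows MITF in place of TFAP2A. Lane 1 held iPSCs, all HMEC libraries, Mel 5.1, Mel L, the Mel media control, NK 5.4 and 1 library of Mel H2, and lane 2 the others. Lane and line can therefore not be separated for NK 5.4 against its control or NK 6.1, nor for the other NK groups against iPSCs, nor for Mel 6.1 and Mel H1 against the Mel media control or iPSCs. The lane term fitted for Mel libraries rests on Mel H2 alone, the one group on both lanes.

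The authors deposited FPKM values of 27234 genes per library. According to the submitters' processing notes, reads were aligned to hg38 with Bowtie2 2.2.9, which does not split reads at introns, and counted with HOMER 4.9 on the exons of 1 transcript per gene, scaled by all mapped reads of the library and without regard to strand. Any other normalization between libraries was not part of these values. The transcript was chosen separately in each table: 16202 genes had the same one throughout, 11032 did not, and 2104 of these differed in length by more than 1.5 times. Of 71 protein-coding genes of the major histocompatibility region of chromosome 6, 67 were under 0.05 FPKM in all libraries of at least 10000000 reads, as were 1118 protein-coding genes in all, among them NCR1, NCR3, CCL5, KRT23, TRPM1, POU5F1 and IRF7, so values of 0 for these genes carry no information.

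The number of mapped reads was recovered from the steps between low FPKM values, since a gene with few reads takes whole multiples of one step (depths are rounded, and 100.0 percent of the values tested were whole multiples within 0.1 of a step). Depth ran from 3860 to 180000000 reads: 39 libraries had at least 1000000 reads, 25 had fewer, and 11 had fewer than 100000. Median depth was 16050000 reads in HMEC, 708500 in Mel and 833000 in NK libraries. The share of mapped reads on the counted exons ran from 1.5 to 49.4 percent, and from 40 to 25193 genes lay above 0. Reads without molecular identifiers are not independent molecules, so the depth covers counting error only.

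Values were analysed with python 3.11.15 (pandas 2.3.3, numpy 2.4.6, scipy 1.17.1, matplotlib 3.10.9) and with limma 3.58.1 in R 4.3.3. For each target, its libraries and the 2 iPSC libraries entered a fit of group means on log2(FPKM + 1), over genes with at least 1 FPKM in at least 2 of these libraries (15417 genes for HMEC, 13826 for Mel and 19707 for NK), with empirical Bayes variances that follow the mean level. Each line was compared with iPSCs, and Mel and NK lines also with their control, with Benjamini-Hochberg adjustment over the genes of a comparison and a threshold of 0.05. FPKM were used without a count model, so the precision of low values was judged from the spread between libraries alone. Gene lists were those of mammary epithelial, luminal, basal, milk protein, amnion and trophoblast, keratinocyte, melanocyte, neural crest, retinoic acid, NK-cell, cytotoxic, stained NK-cell protein, myeloid, interferon, mesenchymal, liver, proliferation and pluripotency genes, and the network TFs of each target. They were tested as counts, also adjusted over the list alone, and by camera with a correlation of 0.01 and with an estimated one. Levels of integrated TFs were compared with libraries of the same protocol and iPSCs without that TF by a one-sided exact permutation test of log2 values.

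Genes named in the text were each line's integrated TFs, the genes of the stained proteins, the network TFs, from each counted list up to 4 members with the largest change among those past the threshold and up to 4 among the others, and up to 10 genes per direction with the largest change in the main comparisons whose groups did not overlap. Genes outside this rule are said to have been named after their values were seen.

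Alternatives were a pseudocount of 0.1, no filter on low values, median-ratio scaling, a joint fit of all libraries, fits of the pair of groups compared, replicate number as a block, lane as a term, adjustment over the list alone and leaving out each library in turn, which was run on the FPKM fits only. A further 3 were chosen after seeing the data: libraries of at least 1000000 reads, genes with the same transcript in all tables of a fit, and background-subtracted TPM. For the last, the mean FPKM of 379 olfactory receptor genes was subtracted from each gene as an estimate of reads outside transcripts, the 19309 protein-coding genes were scaled to TPM, and genes with at least 10 TPM in at least 2 libraries entered the fit with a pseudocount of 10 (15808 genes for HMEC, 11828 for Mel and 16632 for NK). Leaving out libraries under 1000000 reads kept 16 of 18 HMEC libraries, 8 of 18 Mel libraries and 13 of 26 NK libraries, and no library of Mel H2, NK 5.5, NK 6.4 or the NK control line. The fits were tested on simulated data with 200 changed genes and a log2 noise SD of 0.25, at an even depth and at the recovered depths, and on 20 draws of simulated libraries without any change. Correlations between equal replicate numbers of Mel 6.1 and its media control ran from 0.35 to 0.56, and a paired fit of them was run. The deconvolution of the paper was not repeated, and raw reads were not analysed here.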

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

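The TPM scale, the limit of 1000000 reads, the tests of depth for NK 5.1, NK 5.2 and NK 6.4, the use of 20 simulated draws in all depth tests, and the genes named for small counts were chosen after the result was seen, and the other tests in this part before.

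Genes of other tissues that the paper does not discuss stood above iPSCs in NK cultures, in background-subtracted TPM of libraries of at least 1000000 reads. Of 14 mesenchymal and fibroblast genes tested, 7 were higher in NK 5.1 (1 library), 8 in NK 5.3, 8 in NK 5.4 and 9 in NK 6.2, and 9 in NK 6.1, where camera did not call the list (adjusted p = 0.0513). COL1A1 (chromosome 17, 50184096 to 50201639) was at 6350 ± 1300 TPM (SD, n = 3) in NK 6.2 against 12.9 TPM in iPSCs (log2 fold change 8.09, adjusted p = 3.36e-07 from limma), and COL3A1 was at 9910 ± 2100 TPM and listed at 0 in iPSCs. Of 12 endoderm and liver genes, 5 were higher in NK 5.4 and 6 in NK 6.2 (AFP, APOA1, APOB, TTR, FGA and FGB). AFP (chromosome 4, 73436219 to 73455785), the fetal albumin gene, was at 9290 ± 3270 TPM in NK 6.2 and 7260 ± 869 TPM (n = 2) in NK 5.4 against 1.82 TPM (log2 fold changes 9.55 and 9.26). Of 19 interferon response genes, 4 were higher in NK 5.3 (MX1, IFI6, IFIT3 and IFI44) and 3 in NK 6.2, and of 16 myeloid and macrophage genes 4 in NK 5.3 (CD163, C1QA, C1QB and TYROBP) and 4 in NK 6.2. TYROBP is on the NK-cell list as well, and VIM of the mesenchymal list is made by many cells. With an estimated correlation, camera called the mesenchymal list in NK 5.1, NK 5.3, NK 5.4 and NK 6.2 (adjusted p = 0.00295, 0.0405, 0.0313 and 0.0321), the liver list in NK 5.4 and NK 6.2 (0.0312 and 0.0423), and the interferon and myeloid lists in NK 5.3 (0.00875 and 0.00223) and NK 6.2 (0.021 and 0.00355). It also called the interferon list in NK 5.1 and NK 5.4 (0.0008 and 0.0288) and the myeloid list in NK 5.1, NK 5.4 and NK 6.1 (0.00292, 0.0288 and 0.0355). The values for NK 5.1 stand on 1 library, whose spread was taken from the other groups, and do not test that line over replicates. No library of the control line was deep enough for this scale, so whether the protocol without TFs gives the same levels cannot be read from these values.

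Lines that differ by 1 TF were compared with each other, and the number of genes depended on the setting. These differences are not shown to come from the added TF, since its own mean was not higher in every line. MBD4 was listed at 0 in NK 6.4, and ELK4 there was at 1.66 FPKM against 1.9 FPKM in libraries without it. ZNF107 was at 0.724 FPKM in NK 6.2 against 1.96 FPKM, and ZNF143 at 0.797 FPKM in HMEC 6.1 against 1.88 FPKM. The mean was higher for IRF8 (4.66 against 0.183 FPKM) and ELK4 (6.55 against 1.9 FPKM) in NK 6.1. It was also higher for ZNF143 in HMEC 6.3 (3 against 1.88 FPKM) and SMAD4 in HMEC 6.2 (1.37 against 0.79 FPKM). IRF8 alone passed the exact permutation test. HINFP was at 2.76 FPKM in HMEC 6.2 against 3.29 FPKM in libraries without it. Those include the libraries labelled HMEC 5.1, where HINFP reached 14.9 FPKM. Their mean therefore does not show whether HINFP was higher in HMEC 6.2 than in HMEC 5.4. SNORD115-39 was the 1 gene that differed between HMEC 6.2 and HMEC 5.4 and the 1 that differed between HMEC 6.2 and HMEC 5.2, at 5.17 ± 3.12 FPKM (n = 3) in HMEC 6.2. Between NK 6.1 and NK 5.1, 3 genes differed: IRF8, the TF added in NK 6.1, LINC00677 (both higher) and CCDC102B (lower). Between NK 6.2 and NK 5.1, 3 differed (MIR4689, MIR548XHG and MIR6792), all listed at 0 in NK 5.1. Between NK 6.1 and NK 5.4, 23 differed, 1 higher (IRF8) and 22 lower, but NK 5.4 was sequenced on lane 1 and NK 6.1 on lane 2, so line and lane cannot be separated. Between NK 6.4 and NK 5.1, 80 differed, and between NK 6.4 and NK 5.2, 616, 142 of them higher and 474 lower. With libraries of at least 1000000 reads, which left NK 5.1 with 1 library, 4862 genes differed between NK 6.1 and NK 5.1, 5471 between NK 6.2 and NK 5.1 and 7 between NK 6.1 and NK 5.4. In background-subtracted TPM these numbers were 0, 0 and 2 (837 and 776 genes with an unadjusted p under 0.05 for the first pairs), and 232 genes differed between HMEC 6.2 and HMEC 5.4, 15 between HMEC 6.2 and HMEC 5.2, 13 between HMEC 6.3 and HMEC 5.2 and 1 between HMEC 6.1 and HMEC 5.1. The 6 libraries of a comparison of 3 against 3 make 10 splits, too few for a share under 0.05. The number of splits with as many genes, the real one included, was 2 for HMEC 6.2 and 5.4 (real count 1, highest other 1), 1 for HMEC 6.2 and 5.2 (1, 0), 10 for NK 6.1 and 5.1 (3, 83), 5 for NK 6.2 and 5.1 (3, 14), 10 for NK 6.4 and 5.1 (80, 778) and 1 for NK 6.4 and 5.2 (616, 5). For NK 6.1, NK 6.2 and NK 6.4 against NK 5.1, the highest other split gave several times the real count. This points to a structure of the samples that does not follow the lines, and whether depth is its cause was not tested. For HMEC 6.1 and 5.1 all 10 splits gave 0 genes, as the real one did, and for HMEC 6.3 and 5.2 the real count was 0 and the highest other 1, with 10 splits as large. The total over all these pairs was 727, and it went to 4986 without HMEC 6.2 replicate 1, to 1711, 1400 and 1183 without NK 5.1 replicates 1, 2 and 3, to 415 and 423 without NK 6.4 replicates 2 and 3, and to 229 and 482 without NK 5.2 replicates 1 and 2.

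The calls against the NK control line and between it and iPSCs were weighed against the depth of its libraries. Over 20 draws, simulated libraries without any change gave a median of 725.5 calls (675 to 826) between NK 5.1 and the control, where 351 were found, and 697.5 (594 to 762) between NK 6.4 and the control, where 736 were found, so that a difference in depth may account for these calls. The same draws gave a median of 22.5 calls (0 to 63, and 181 in a separate draw with changed genes) for NK 5.2, where 683 were found, and of 0.5 genes lower in the control than in iPSCs (6 at most), where 3424 were found, but the simulation takes every read as a separate molecule, and real shallow libraries held fewer genes than simulated ones (121, 1752 and 2193 against 1183, 4456 and 6659 in the control line), which leaves depth open for both. Genes with 5 to 20 FPKM in iPSCs had a median log2 fold change of -2.96 (1634 genes) where the exon shares differ by -0.69. Most genes were listed at 0 in the control libraries, which lowers this median whatever the exon share. The test therefore cannot decide on a lower share of exon reads in the control, which stays open. Loss of the pluripotency programme, the biological explanation, cannot be told apart here: 40 percent of 10000 random lists of the same iPSC levels had a median as low as the -2.64 of the pluripotency genes.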

How the results depend on the processing

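The settings with libraries of at least 1000000 reads, with genes of 1 transcript in all files and with background-subtracted TPM were chosen after seeing the data. Values moved widely between settings, and the counts below are those that left the range of 1.5 times the values given at the claims or changed their side of the threshold. Unless its construction gives the cause (fewer libraries or genes), the cause was not tested. Of 176 calls for named genes, 3 turned in direction under a setting. Calls kept and lost numbered 50 and 44 in background-subtracted TPM, 130 and 46 in a joint fit of all libraries, 30 and 13 with lane as a term, 69 and 46 with libraries of at least 1000000 reads, 63 and 23 with median-ratio scaling, 161 and 15 without a filter, 106 and 70 with a pseudocount of 0.1, 144 and 32 with the replicate block, 95 and 2 with genes of 1 transcript in all files and 85 and 81 in fits of a pair of groups. Over all single libraries left out, 563 were kept and 453 lost. The exact permutation test of single genes passed none of 166, since 3 libraries against 2 cannot give a two-sided p under 0.1. The 3 that turned were CDH1 (0.07), PRSS8 (0.16) and RAB25 (0.29) in the single HMEC 5.1 library of the TPM scale, and the cause was not tested.

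With a pseudocount of 0.1 in place of 1, changed genes numbered against iPSCs 4171 in HMEC 5.1, 0 in HMEC 5.2, 0 in HMEC 5.4, 0 in HMEC 6.1, 1 in HMEC 6.3, 0 in the mean of the HMEC lines, 56 in the Mel media control and 5900 in the NK control line, and against the Mel media control 1 in Mel L, and against the NK control line 565 in NK 5.1, 3299 in NK 5.2, 13 in NK 5.4 and 0 in NK 6.1. Its calls within lists numbered 5 for NK-cell markers higher than in the control, 14 for pluripotency genes lower in HMEC lines, 22 for pluripotency genes lower in Mel lines, 0 for integrated network TFs higher in NK lines and 39 for pluripotency genes lower in NK lines.

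Without the filter on low values, changed genes numbered against iPSCs 16 in HMEC 5.2, 17 in HMEC 6.1, 13 in HMEC 6.2, 14 in HMEC 6.3 and 1121 in the Mel media control, and against the NK control line 164 in NK 5.4, 5 in NK 6.1 and 35 in NK 6.2. Calls in that setting numbered 1112 for genes that differ between lines 1 TF apart.

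Median-ratio scaling was not run for NK libraries, where 2 genes lay above 0 in every library. In HMEC and Mel libraries under this scaling, changed genes numbered against iPSCs 444 in HMEC 5.1, 1 in HMEC 5.2, 0 in HMEC 5.4, 0 in HMEC 6.2, 0 in HMEC 6.3, 0 in the mean of the HMEC lines and 519 in the Mel media control. The calls it gave numbered 5 for pluripotency genes lower in HMEC lines.

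With all 64 libraries in a joint fit, changed genes numbered against iPSCs 138 in HMEC 5.1, 17 in HMEC 5.2, 61 in HMEC 5.4, 49 in HMEC 6.1, 17 in HMEC 6.2, 22 in HMEC 6.3 and 2160 in the NK control line, and against the Mel media control 36 in Mel 5.1, 8 in Mel 6.1, 96 in Mel H1, 321 in Mel H2 and 16 in Mel L, and against the NK control line 770 in NK 5.1, 1105 in NK 5.2, 3 in NK 5.3, 147 in NK 5.4, 3 in NK 5.5, 114 in NK 6.1 and 65 in NK 6.2. List calls from it numbered 1 for integrated network TFs higher in Mel lines and 1779 for genes that differ between lines 1 TF apart.

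When a fit held only the pair of groups compared, changed genes numbered against iPSCs 0 in HMEC 5.1, 6587 in HMEC 5.2, 6107 in HMEC 5.4, 7377 in HMEC 6.1, 27 in HMEC 6.2, 41 in HMEC 6.3, 0 in the Mel media control and 6291 in the NK control line, and against the Mel media control 2 in Mel L, and against the NK control line 0 in NK 5.1, 4077 in NK 5.2, 2166 in NK 5.4, 955 in NK 6.1, 2681 in NK 6.2 and 0 in NK 6.4. Calls from such fits numbered 2 for NK-cell markers higher than in iPSCs, 8 for NK-cell markers higher than in the control, 4 for integrated network TFs higher in HMEC lines, 58 for pluripotency genes lower in HMEC lines, 4 for integrated network TFs higher in NK lines and 98 for genes that differ between lines 1 TF apart.

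In 12 comparisons with 3 pairs of equal replicate numbers, correlations within pairs ran from -0.43 to 0.56, and they were all over 0.1 in 1 comparison, Mel 6.1 with the media control, where the paired fit called 0 genes as the unpaired one did. Another 21 comparisons had 2 pairs. With replicate number as a replicate block, changed genes numbered against iPSCs 1337 in HMEC 5.1, 0 in HMEC 5.2, 1 in HMEC 6.1, 5 in HMEC 6.3 and 9 in the mean of the HMEC lines, and against the Mel media control 2 in Mel L, and against the NK control line 204 in NK 5.1. Paired calls numbered 0 for NK-cell markers higher than in the control.

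Sequencing lane as a term could not be fitted for NK libraries, and for Mel libraries it rests on the 3 libraries of Mel H2, the one group on both lanes. For Mel lines with lane, changed genes numbered against the Mel media control 209 in Mel 6.1, 142 in Mel H1 and 249 in Mel H2. Calls with lane numbered 28 for pluripotency genes lower in Mel lines.

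Calls when adjusted over the list alone numbered 2 for NK-cell markers higher than in the control, 44 for pluripotency genes lower in HMEC lines, 2 for integrated network TFs higher in Mel lines and 85 for pluripotency genes lower in Mel lines.

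With the 25 libraries under 1000000 reads left out, changed genes numbered against iPSCs 0 in HMEC 5.1, 4 in HMEC 5.2, 2670 in HMEC 5.4, 1234 in HMEC 6.1, 5 in HMEC 6.3, 75 in the mean of the HMEC lines and 82 in the Mel media control, and against the Mel media control 29 in Mel 5.1, 6 in Mel 6.1, 43 in Mel H1 and 3 in Mel L. List calls among the deeper libraries numbered 6 for NK-cell markers higher than in iPSCs, 19 for pluripotency genes lower in HMEC lines, 1 for integrated network TFs higher in Mel lines, 14 for pluripotency genes lower in Mel lines, 2 for integrated network TFs higher in NK lines, 10343 for genes that differ between lines 1 TF apart and 0 for lines and TFs past the exact permutation test.

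With only genes counted on 1 transcript in every file of a fit, changed genes numbered against iPSCs 1348 in HMEC 5.1, 0 in HMEC 5.2, 28 in HMEC 5.4 and 1513 in the NK control line, and against the NK control line 122 in NK 5.1, 6 in NK 6.1, 5 in NK 6.2 and 266 in NK 6.4. Calls for lists of such genes numbered 0 for NK-cell markers higher than in the control, 3 for pluripotency genes lower in HMEC lines, 27 for pluripotency genes lower in Mel lines and 38 for pluripotency genes lower in NK lines.

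In background-subtracted TPM, changed genes numbered against iPSCs 1 in HMEC 5.1, 403 in HMEC 5.4, 39 in HMEC 6.1, 8 in HMEC 6.2, 8 in HMEC 6.3, 10 in the mean of the HMEC lines and 557 in the Mel media control, and against the Mel media control 479 in Mel 5.1, 5 in Mel 6.1, 57 in Mel H1 and 180 in Mel L. TPM calls within lists numbered 1 for mammary epithelial markers higher in HMEC lines, 1 for melanocyte markers higher than in iPSCs, 3 for melanocyte markers higher than in the media control, 6 for NK-cell markers higher than in iPSCs, 4 for integrated network TFs higher in HMEC lines, 1 for other network TFs higher in HMEC lines, 3 for integrated network TFs higher in Mel lines, 7 for integrated network TFs higher in NK lines, 25 for pluripotency genes lower in NK lines, 263 for genes that differ between lines 1 TF apart and 0 for lines and TFs past the exact permutation test.

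Where leaving out a library left an arm with 1 library, that library was taken to vary like the other groups. From the lowest to the highest value with 1 library left out, and with all libraries in parentheses, changed genes numbered against iPSCs 0 to 5014 (2406) in HMEC 5.1, 0 (2) in HMEC 5.2, 0 to 4 (15) in HMEC 5.4, 0 (6) in HMEC 6.1, 0 to 1 (1) in HMEC 6.2, 0 to 5 (2) in HMEC 6.3, 0 to 181 (42) in the mean of the HMEC lines, 18 to 240 (178) in the Mel media control and 442 to 2572 (3427) in the NK control line, and against the Mel media control 0 to 25 (0) in Mel 5.1, 0 to 52 (0) in Mel 6.1, 0 to 41 (0) in Mel H1, 0 to 60 (0) in Mel H2 and 0 to 9 (0) in Mel L, and against the NK control line 0 to 1803 (351) in NK 5.1, 23 to 846 (683) in NK 5.2, 0 to 16 (0) in NK 5.3, 19 to 142 (35) in NK 5.4, 0 to 46 (0) in NK 5.5, 1 to 150 (1) in NK 6.1, 2 to 22 (3) in NK 6.2 and 181 to 1383 (736) in NK 6.4. Calls across single libraries left out numbered 0 to 4 (1) for NK-cell markers higher than in the control, 0 to 32 (8) for pluripotency genes lower in HMEC lines, 0 to 3 (0) for integrated network TFs higher in Mel lines, 5 to 60 (50) for pluripotency genes lower in Mel lines, 1 to 2 (1) for integrated network TFs higher in NK lines, 39 to 101 (89) for pluripotency genes lower in NK lines, 229 to 4986 (727) for genes that differ between lines 1 TF apart and 0 to 1 (1) for lines and TFs past the exact permutation test. No single library left out brought a call for mammary markers, melanocyte markers, NK-cell markers against iPSCs or network TFs not integrated in a line. The largest values came without HMEC 5.1 replicate 3 (5014), NK media control replicate 1 (2572) and HMEC 6.2 replicate 1 (4986), and the cause was not tested.

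Depth limited what could be found. With libraries simulated at an even depth, between 48 and 82 percent of genes set 2-fold apart and at least 98 percent of those set 4-fold apart were called. At the recovered depths, the 4-fold genes called were from 42 percent (HMEC 5.2) to 66 percent (HMEC 5.1) in HMEC lines, 78 percent in the mean of the HMEC lines, from 0 to 2 percent in Mel lines against the media control and from 3 to 20 percent in NK lines against the control line. Of the 2-fold genes, from 0 to 17 percent were called in HMEC lines, 12 percent in their mean, 0 percent in Mel lines and from 1 to 8 percent in NK lines.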

Differences from the paper's values

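The paper's text states no value for a measure that was also computed here from the files, so no pair of values is listed. The differences below are in which genes passed the threshold. Several genes that did not pass stood higher, the direction that the paper states. Simulated changes were mostly missed in Mel and NK lines at these depths, so not passing does not show the opposite direction.

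The paper states that comparing its individual samples with iPSCs showed a set of mammary epithelial markers to be elevated. Of 38 such genes tested, none was higher in any line in FPKM and 12 were lower in HMEC 5.1, EPCAM among them, while ERBB2 stood higher there without passing (log2 fold change 0.27, adjusted p = 0.789 from limma). HMEC 5.1 replicates 1 and 2, where EPCAM was listed at 0, held 54500 and 271000 reads. The EPCAM call ended without HMEC 5.1 replicate 1 or either iPSC library. CDH1, PRSS8 and RAB25, also among the 12, turned positive in TPM in the single deep library of that label. The lower calls are therefore no firm evidence against the paper's statement. In background-subtracted TPM, ERBB2 was at 292 TPM in the single HMEC 5.1 library and 264 ± 30 TPM in HMEC 5.2 against 78.6 ± 5.56 TPM in iPSCs, also without passing (log2 fold changes 1.77 and 1.62, adjusted p = 0.845 and 0.879). The setting that called a marker higher was background-subtracted TPM, chosen after seeing the values, with ACTA2 in HMEC 5.4. A list of markers other than the paper's was used, since the paper's text does not give its own.

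The paper states that network TFs were induced in almost all HMEC combinations. None of the 11 was higher in any line in FPKM. Fits of a line with iPSCs alone called 4 integrated TFs higher, and background-subtracted TPM, chosen after seeing the values, called 4 integrated TFs and 1 other, with HINFP in HMEC 5.2 and GRHL3 and MAX in HMEC 5.4 and HMEC 6.1. Adjusted over the list alone in that scale, 5 were higher in the mean of the lines.

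The paper states that melanocyte markers and network TFs were expressed, above all in the more efficient combinations. Of 16 markers and 8 network TFs tested in 5 lines, none was higher than in iPSCs or the media control, and PLP1 was lower than in iPSCs in all lines. MSC, HOXC9 and RXRG stood higher in Mel 6.1, one of these combinations, without passing. Network TFs were called higher when adjusted over the list alone (2), in a joint fit of all libraries (1), without Mel 6.1 replicate 1 (3), and in settings chosen after seeing the values, namely libraries of at least 1000000 reads (1) and background-subtracted TPM (3). The last called SOX10 in Mel 5.1 and SOX10 and RXRG in Mel L, and also 1 marker higher than in iPSCs (DPP4 in Mel L) and 3 higher than in the media control (SLC24A5 in Mel 5.1, S100A1 and DPP4 in Mel L).

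The paper states that all NK combinations but NK 5.1 induced NK-cell markers and network TFs. Of 31 markers tested in 8 lines, none was higher than in iPSCs, and EOMES in NK 5.2 was the 1 higher than in the control line. Of 11 network TFs, IRF8 in NK 6.1 was the 1 that was higher. Markers were called higher than in iPSCs in fits of a line with iPSCs alone (2), and in libraries of at least 1000000 reads (6) and background-subtracted TPM (6), both chosen after seeing the values. Those in TPM were CD247, TYROBP and CTSW in NK 5.3 and TYROBP in NK 5.4, NK 6.1 and NK 6.2, and none in NK 5.2. NK 5.1 had 1 library on this scale, where TYROBP stood at 88 TPM against 2.59 TPM in iPSCs. NK 5.5 and NK 6.4 had no library on it. Markers were called higher than in the control line with a pseudocount of 0.1 (5), in fits of a line with that control alone (8), when adjusted over the list alone (2) and without NK 5.1 replicate 3 (4). Network TFs were called higher than in iPSCs in fits of a line with iPSCs alone (4), without NK 5.5 replicate 1 (2), in libraries of at least 1000000 reads (2) and in TPM (7), where JUN was higher in NK 5.1 too.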

Other observations

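The tests of evenly spread reads and of a mislabelled sample, the upper quartile as the spread in the test of olfactory receptor expression, the limit of 1000000 reads and the TPM scale were chosen after the result was seen, and the other tests in this part before. HMEC lines held more RNA of VIM and NES in background-subtracted TPM. VIM, an intermediate filament gene (chromosome 10, 17228259 to 17237593), was at 452 ± 110 TPM (SD, n = 16) in the mean of the lines against 67.1 ± 1.7 TPM in iPSCs (log2 fold change 2.53, adjusted p = 0.00118 from limma), and NES at 398 ± 69.3 TPM (log2 fold change 1.58, adjusted p = 0.00945). COL2A1, a cartilage collagen gene, was at 130 ± 62.4 TPM (log2 fold change 2.72, adjusted p = 0.0019). SERPINE1 and TGFB1 were higher in HMEC 5.1 in FPKM, with the high values in its libraries of 54500 and 271000 reads. SERPINE1 was at 11.5, 52.2 and 1.23 FPKM against 0.276 and 0.333 FPKM (adjusted p = 0.0209, and 0.0643, 0.216 and 0.13 without HMEC 5.1 replicate 1, iPSC replicate 2 and iPSC replicate 3). TGFB1 was at 26.9, 16.2 and 1.11 FPKM against 0.821 and 1.06 FPKM (adjusted p = 0.0306, and 0.107, 0.0561, 0.225 and 0.143 without HMEC 5.1 replicate 1, its replicate 2, iPSC replicate 2 and iPSC replicate 3). In the single HMEC 5.1 library of at least 1000000 reads neither passed (log2 fold changes 0.78 and 0.12, adjusted p = 0.618 and 0.943). Of 22 proliferation genes, 9 were lower in HMEC 5.1 (16 when adjusted over the list alone), with a list median of -1.86, and adjusted over the list alone 10 were lower in HMEC 5.4 and 8 in HMEC 6.1. Camera with an estimated correlation did not call the list in these lines (adjusted p = 0.784, 0.539 and 0.438). No gene at all was called in HMEC 5.1 with libraries of at least 1000000 reads, and 1 and 0 without iPSC replicates 2 and 3. In TPM the list median was 0 in HMEC 5.1, -0.66 in HMEC 5.4 and -0.25 in HMEC 6.1, and none of the genes passed. In NK lines, proliferation genes were lower than in iPSCs in between 4 (NK 5.4) and 17 (NK 5.5) cases, and in 18 in the control line. Of 19707 genes tested, 2184 were lower in NK 5.5 and 3424 in the control. Their libraries held 3860 to 596000 and 10000 to 108000 reads. These counts are therefore not particular to proliferation genes and not separated from depth.

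In Mel cultures, the media control had 2580 ± 510 TPM (n = 2) of SERPINE1 against 0.516 TPM in iPSCs (log2 fold change 7.93, adjusted p = 0.0337) and 5040 ± 927 TPM of the interferon gene IFI6 (7.63, 0.0498). Mel 6.1 had 3900 ± 410 TPM (n = 3) of VIM (log2 fold change 5.66, adjusted p = 0.0447) and 3970 ± 3340 TPM of PLAU (6.94, 0.0236). The single deep Mel L library had 1330 TPM of CXCL1 (log2 fold change 6.36 against iPSCs and 6.45 against the media control) and 295 TPM of CXCL8, listed at 0 in both. The paper proposes that retinoic acid in the medium acts through RXRG. Of 7 retinoic acid target genes tested, none passed in FPKM, and in TPM RARRES3 alone was higher in Mel L than in iPSCs and the media control, though the list was not with an estimated correlation (adjusted p = 0.672 and 0.758). Of 11 neural crest genes, none passed in FPKM. NK 5.2 stood above iPSCs in TPM with VGF at 2280 ± 3530 TPM (adjusted p = 0.0435 against iPSCs) and the forebrain gene FEZF2 at 197 ± 76.7 TPM (0.0439).

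PAX3 and SOX10 were high in libraries labelled Mel H1, a line that carries neither, with 42.7, 10.1 and 0 FPKM of SOX10 and 701, 5.11 and 0 FPKM of PAX3 in replicates 1, 2 and 3. A mislabelled sample stays open: of the 6 values of RXRG and E2F7, the TFs of Mel L that did not raise the question, 0 lay above every iPSC and media control library on at least 10 reads, and 3 did on fewer (RXRG, with 2, 6 and 2 reads), while 2 of the 12 values of the TFs of Mel H1 did. For PAX3, reads carried over from other libraries of the lane are argued against: the libraries labelled Mel H1 held 399 PAX3 reads and all the others of the lane 341, a ratio of 1.17. SOX10 was not put to this test. It had 63, 26 and 0 reads in Mel H1 replicates 1, 2 and 3 and 124 in Mel 6.1 replicate 3 of the same lane. For SOX10, reads carried over therefore stay open. Induction of the cells' own neural crest genes stays open, since 0 of 20 such genes lay above every iPSC and media control library in both libraries, where 18.7 reads were all that was expected.

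Reads in olfactory receptor genes were found in every library of at least 10000000 reads, with a median of 78.9 percent of 379 such genes above 0. If reads were spread evenly over the genome, other silent families would have the same level, and the largest ratio between a family and the olfactory receptors was 2.06 (medians of 0.417 FPKM for olfactory, 0.202 for taste receptor, 0.27 for keratin-associated and 0.335 for beta-defensin genes), which leaves this open. Expression of a few receptors would place most of the level in them, and the highest 10 percent of the genes held a median of 30.3 percent. The bound of 33.3 percent set against this explanation was not passed by more than the spread, since the upper quartile was 34 percent and 6 of 21 libraries lay at or above it (100 percent at most), which leaves this open too. The value of 100 percent came from Mel 6.1 replicate 2. Only 8.97 percent of the genes had reads in it, so this value was fixed in advance. Mel media control replicate 2 (93 percent) had reads in 15.3 percent of the genes, so its value is likewise no evidence for expression. Such reads were not confined to 1 condition, but their mean level differed. It was 0.281 and 0.285 FPKM in iPSCs, where 16.5 and 14.5 percent of mapped reads lay on exons. In NK 5.3 replicates 1 and 2 it was 0.493 and 0.478 FPKM (5.8 and 4.3 percent). In Mel 6.1 replicate 2 it was 0.053 FPKM (49.4 percent). Neither this relation nor a biological explanation by condition was tested.

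For the comparisons with a control line, 10 splits of the 6 libraries are too few for a share under 0.05. Against the NK control line, 1 split, the real one, gave as many genes for NK 5.1 (real count 351, highest other 85), NK 5.2 (683, 0), NK 6.2 (3, 0) and NK 6.4 (736, 47), and 2 did for NK 6.1 (1, 1). For NK 5.3 (0, 1) and NK 5.5 (0, 68), all 10 gave as many. Against the Mel media control all 10 splits gave as many genes as the real count of 0, with a highest other of 0 for Mel 5.1 and Mel H2, 1 for Mel H1 and 4 for Mel L. For Mel 6.1, the split that set Mel 6.1 replicate 1 with media control replicates 1 and 2 against the rest gave 4392 genes, which points to a structure of the samples that does not follow the presence of TFs.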
